# Dlx-2 and glutaminase upregulate epithelial-mesenchymal transition and glycolytic switch

**DOI:** 10.18632/oncotarget.6879

**Published:** 2016-01-11

**Authors:** Su Yeon Lee, Hyun Min Jeon, Min Kyung Ju, Eui Kyong Jeong, Cho Hee Kim, Hye Gyeong Park, Song Iy Han, Ho Sung Kang

**Keywords:** Dlx-2, GLS1, Snail, epithelial-mesenchymal transition, glycolytic switch

## Abstract

Most cancer cells depend on enhanced glucose and glutamine (Gln) metabolism for growth and survival. Oncogenic metabolism provides biosynthetic precursors for nucleotides, lipids, and amino acids; however, its specific roles in tumor progression are largely unknown. We previously showed that distal-less homeobox-2 (Dlx-2), a homeodomain transcription factor involved in embryonic and tumor development, induces glycolytic switch and epithelial-mesenchymal transition (EMT) by inducing Snail expression. Here we show that Dlx-2 also induces the expression of the crucial Gln metabolism enzyme glutaminase (GLS1), which converts Gln to glutamate. TGF-β and Wnt induced GLS1 expression in a Dlx-2-dependent manner. GLS1 shRNA (shGLS1) suppressed *in vivo* tumor metastasis and growth. Inhibition of Gln metabolism by shGLS1, Gln deprivation, and Gln metabolism inhibitors (DON, 968 and BPTES) prevented Dlx-2-, TGF-β-, Wnt-, and Snail-induced EMT and glycolytic switch. Finally, shDlx-2 and Gln metabolism inhibition decreased Snail mRNA levels through p53-dependent upregulation of Snail-targeting microRNAs. These results demonstrate that the Dlx-2/GLS1/Gln metabolism axis is an important regulator of TGF-β/Wnt-induced, Snail-dependent EMT, metastasis, and glycolytic switch.

## INTRODUCTION

Metabolic changes in cancer cells support higher rates of cell proliferation and growth compared to normal cells [1–8]. Most cancer cells rely on glycolysis more than mitochondrial oxidative phosphorylation for ATP production, even in the presence of oxygen; as a consequence, they exhibit increased glucose (Glc) uptake and lactate (Lac) production [1–3]. This phenomenon, termed the “Warburg effect” or glycolytic switch, is thought to increase the availability of biosynthetic precursors for nucleotides, lipids, and amino acids required for cancer cell proliferation. Glutamine (Gln) metabolism is also enhanced in many cancers [1, 2, 4–8]. Gln metabolism refills the pool of TCA cycle intermediates (anaplerosis), which are removed from mitochondria to participate in biosynthetic reactions for lipids, nucleic acids, and proteins (cataplerosis) [9–11]. Thus, Gln anaplerosis is crucial in maintaining cancer cell growth and development. Glutaminase (GLS), which converts Gln to glutamate, is the first enzyme in Gln anaplerosis [10, 11]. There are two types of GLS in mammalian cells: the kidney type GLS1 and the liver type GLS2. GLS1 is important in cancer development and progression [12–17], and its levels are increased in many tumors, including breast and prostate cancer and hepatocellular carcinoma (HCC) tissues, compared to normal tissues [17, 18]. GLS1 shRNA (shGLS1), and the GLS-specific inhibitors bis-2-(5-phenylacetamido-1,3,4-thiadiazol-2-yl)ethyl sulfide (BPTES) and 968, reduce the growth of several cancer types in xenograft models [10, 14, 17].

Epithelial-mesenchymal transition (EMT) is essential for the initiation of metastasis, which is the most common cause of death in cancer patients [19–23]. EMT involves profound phenotypic changes, including the loss of epithelial cell polarity following reductions in levels of epithelial proteins, such as E-cadherin, and increases in levels of mesenchymal proteins, such as vimentin, that upregulate mesenchymal migration and invasion [19, 22]. EMT contributes to chemoresistance and cancer stem cell-like phenotypes. Snail, the major transcription factor in EMT, triggers metastasis in response to several oncogenic signaling pathways, including transforming growth factor (TGF)-β and Wnt, in breast carcinoma, prostate cancer, and colorectal cancer [24–28]. Recently, Snail has been shown to induce glycolytic switch, suppress mitochondrial respiration and cytochrome c oxidase activity [29], and suppress fructose-1,6-biphosphatase expression [30]. Glc metabolism may therefore regulate the induction of EMT.

Recently, we showed that distal-less homeobox-2 (Dlx-2), a homeodomain transcription factor involved in embryonic [31, 32] and tumor development [33–36], induces EMT and a glycolytic switch by increasing Snail expression [37]. Because Dlx-2 induces glycolytic switch via Snail induction, we postulated that Dlx-2 may activate other oncogenic metabolic pathways. We examined the effects of Dlx-2 on the expression of GLS1 and Gln metabolism. We also studied the impact of GLS1 knockdown on *in vivo* tumor metastasis and growth. To determine whether GLS1 and Gln metabolism influence TGF-β/Wnt/Dlx-2/Snail-induced EMT and glycolytic switch, we examined p53-dependent regulation of Snail-targeting microRNAs (miRNAs) and Snail mRNA stability. Finally, we measured levels of Dlx-2, GLS1, Snail and Snail-targeting miRNAs in human cancer tissues. These experiments clarified the role of the Dlx-2/GLS1 axis in TGF-β/Wnt-induced, Snail-dependent EMT, metastasis, and glycolytic switch.

## RESULTS

### GLS1 is induced by Dlx-2

Because Dlx-2 induces glycolytic switch by inducing Snail expression [37], we postulated that Dlx-2 may activate other oncogenic metabolic pathways.

MCF-7 cells are non-invasive luminal A subtype breast cancer cells [38]. Dlx-2 and Snail induce EMT and glycolytic switch in MCF-7 cells [29, 30, 37]. Dlx-2 mRNA levels were lower in MCF-7 cells than in HCT116, HepG2, and HeLa cells; MCF-7, MDA-MB231, and A549 cells had similar Dlx-2 mRNA levels. Under normal conditions, Dlx-2 mRNA levels in the different cell lines were as follows relative to levels in HCT116 cells, which were used as a reference cell line: 0.446-fold in MCF-7, 0.351-fold in MDA-MB231, 0.322-fold in A549, 1.389-fold in HepG2, and 1.144-fold in HeLa.

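Gene expression was compared between MCF-7 cells, an estrogen receptor-positive breast cancer line of epithelial appearance, transfected with Dlx-2 and MCF-7 cells transfected as the Mock control. RNA was taken 48 h after transfection according to the sample labels, 200 ng of it was labelled with a single dye per sample, and each sample was hybridised to 1 array. With 1 array per condition no difference has a replicate check, so no p-value is given and differences are described by their size. Each array carried 58717 non-control spots for 42405 different probes, of which 34085 were printed once, 7321 were printed 2 times and 999 were printed 10 times. On the Mock array 30218 probes, or 71.3%, were well above background, and on the Dlx-2 array 32581 probes, or 76.8%, were. No spot was saturated. The median processed signal before normalization was 185.5 on the Mock array and 217 on the Dlx-2 array, in the scanner's arbitrary intensity units. The authors extracted these intensities from the scans with Agilent's Feature Extraction software, which subtracts the background and flags deviating spots. From there, flagged and control spots were left out, the spots of a probe were averaged on the log2 scale and the arrays were quantile-normalized, the method named for this experiment in the paper. A gene's value is the mean over its probes that were well above background on at least 1 array, and 14946 named genes were measured on both. Between spots of a probe printed 10 times, the SD of the log2 ratio of Dlx-2 over Mock had a median of 0.044, and of 0.15 among the third of genes with the lowest signal. This is technical spread within the arrays and says nothing of the spread between cultures. DLX2 itself, the homeobox gene that was transfected, was read by 1 probe printed 2 times, with a normalized signal of 91.6 in Mock and 145 in Dlx-2 cells. Before normalization its Mock spots read 54.1 and 132, and its Dlx-2 spots read 160.5 and 152. The position of this probe in the transcript, and the species and untranslated parts of the transfected DLX2 sequence, are not given in the sources used here, so this signal does not check the transfection.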

We examined potential metabolism-linked target genes of Dlx-2 using cDNA microarray technology (Agilent Human Genome 8x60K array, Agilent technologies, CA) and MCF-7 cells. 

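H6PD, the pentose phosphate enzyme of the endoplasmic reticulum, had a normalized signal of 214 in Dlx-2 transfected MCF-7 cells and 80.3 in Mock cells, which is 2.66-fold higher. It was read by 1 probe, and its 2 spots were 2.93 and 3.33 times as bright with Dlx-2 before normalization, while a background model with an offset left it under 2-fold. PFKFB2, which makes the activator of phosphofructokinase, was read by 2 probes that could be named. They were named through different transcripts and differed in sign. The brighter had signals of 1003 in Mock and 898 in Dlx-2 cells, a log2 fold change of -0.16. The dimmer was not well above background in Mock. Against the lowest Mock signal counted as well above background, it was at least 1.83-fold higher with Dlx-2. No 2-fold difference of PFKFB2 was therefore measured on both arrays. ACACB, the acetyl-CoA carboxylase at the mitochondrial membrane, had log2 fold changes of -0.43 and -0.28 at the 2 probes that could be named. Its mean signal was 707 in Mock and 553 in Dlx-2 cells. GLS, which encodes GLS1, lay within 1.5-fold of Mock at both probes that could be named by a RefSeq accession.

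**Figure D1:**
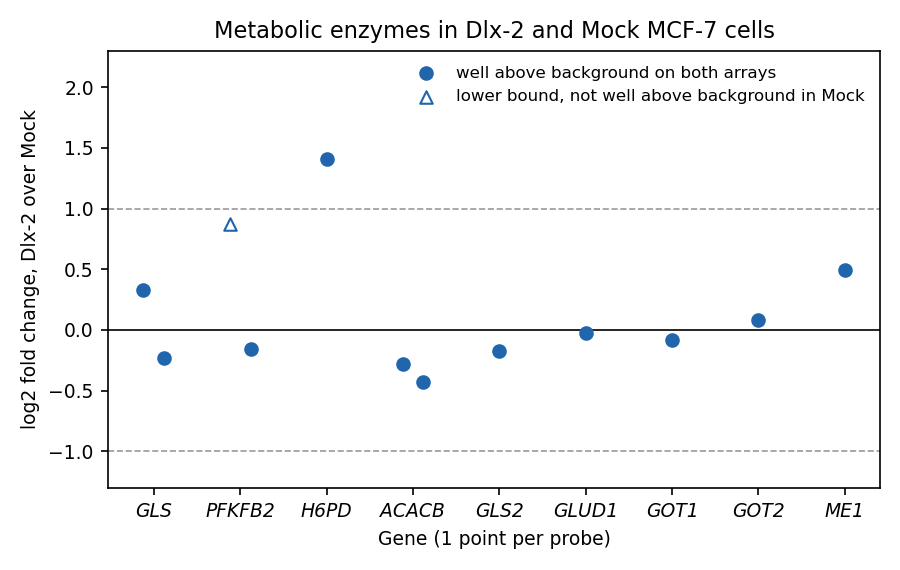
Log2 fold change of Dlx-2 over Mock on the vertical axis for each named probe of 9 metabolic enzyme genes, 1 array per condition. Dashed lines mark 2-fold. H6PD at 1.41 lies above 2-fold, and the probes of GLS and of PFKFB2 lie on both sides of 0. The open triangle of PFKFB2 is a probe not well above background in Mock. It marks a nominal lower bound against the lowest Mock signal that was.

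Of the 14946 genes measured on both arrays, 333 were at least 2-fold higher with Dlx-2, 131 were at least 2-fold lower and 13618 lay within 1.5-fold. The higher and lower counts were 626 and 92 without further normalization and 178 and 53 with a background model with an offset. In 30 of the higher and 30 of the lower genes the mean includes a probe well above background on 1 array only, and without such probes 7 and 4 of these reached 2-fold. Most of the genes with the largest differences in this direction belong to the interferon response, the antiviral programme that cells switch on through STAT1, STAT2 and IRF9. Of 39 measured genes of this list, 30 were at least 2-fold higher and none was 2-fold lower, with a median of 2.92-fold. Among the 10 genes with the largest log2 fold changes were DDX60 at 3.47, IFIT1 at 3.42, SAMD9 at 3.38, OAS1 at 3.20, BST2 at 3.02, CMPK2 at 2.95 and XAF1 at 2.92, all of them interferon response genes. The other 3 were WFDC9 at 4.43, TP53INP2 at 4.05 and LRRC39 at 3.04. These 3 and DDX60, SAMD9 and CMPK2 were each read by 1 spot per array. Among the 7473 genes with the highest signal, IFIT1, PARP9 at 2.48, IRF9 at 2.40, PARP12 at 1.98 and PLSCR1 at 1.87 were the 5 largest.

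**Figure D2:**
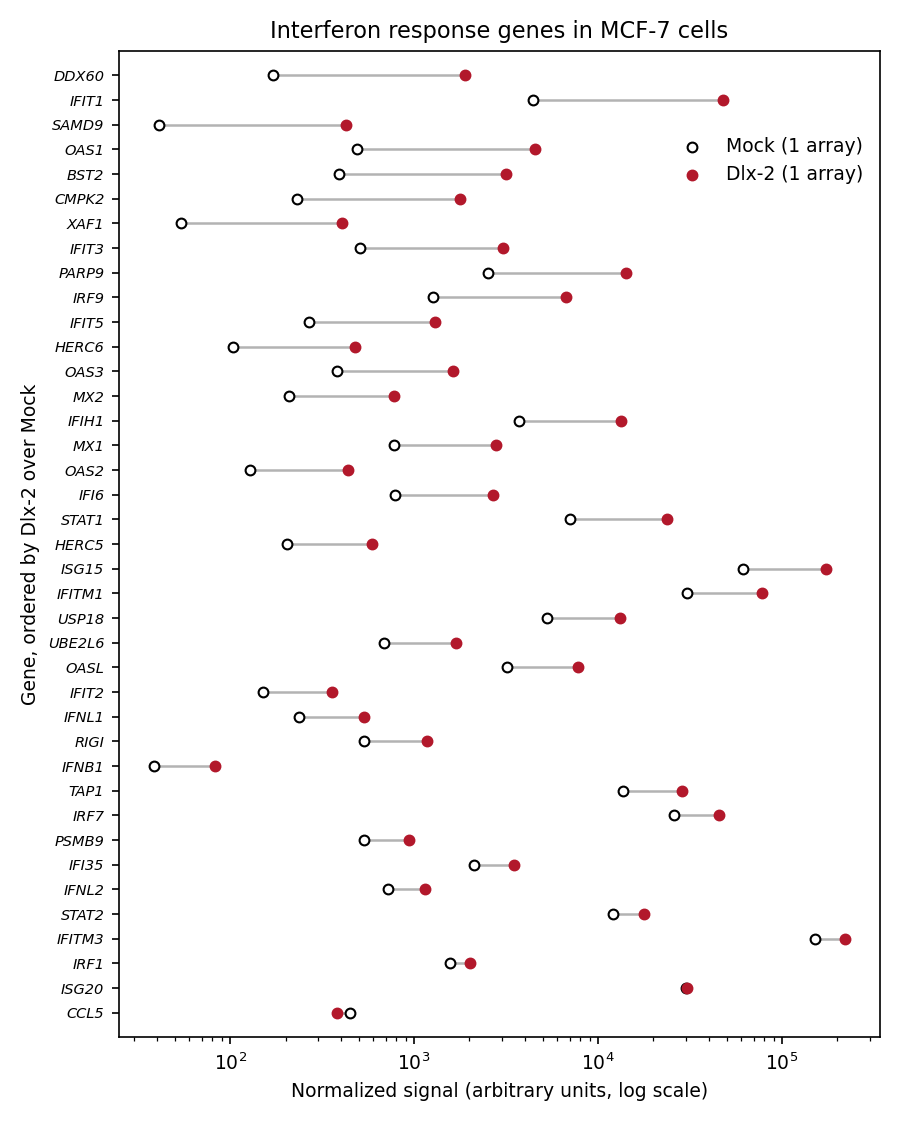
Normalized signal (arbitrary units, log scale) of the 39 measured interferon response genes in Mock (open points) and Dlx-2 (filled points) MCF-7 cells, 1 array each, ordered by fold change. IFIT1 moves from 4444 to 47516, and CCL5 at the bottom is the gene with a lower signal in Dlx-2 cells.

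The largest differences in the other direction were those of SEPTIN7P11 at -5.23, LINC00242 at -5.14, CAVIN4 at -5.04, GREM2 at -4.94, HS3ST3B1 at -4.70, ONECUT3 at -4.32, CHCT1 at -4.10, CHRDL1 at -3.91 and TINAGL1 at -3.82, with 1 further gene not named here, as it belongs to a class whose levels are not printed for human samples. Each of these 10 was read by 1 spot per array. When spots within 2 positions of another spot that differed at least 4-fold between the arrays were left out, a choice made after seeing the data, 42 genes were at least 2-fold lower and 271 at least 2-fold higher. Of the 10 genes with the largest falls, only 1 then still had a spot.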

Among ~ 42,400 genes examined on this chip, Dlx-2 upregulated several metabolic enzymes, including GLS1, PFKFB2, H6PD, and ACACB. These enzymes are involved in Gln metabolism, glycolysis, pentose phosphate pathway (PPP), and fatty acid/cholesterol synthesis, respectively, suggesting that Dlx-2 may activate several oncogenic metabolic pathways (the microarray dataset is available in GSE61009). 

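Most measured members of these pathways lay within 2-fold between Dlx-2 and Mock MCF-7 cells, as did 14482 of all 14946 measured genes. Of 36 genes of glutamine metabolism, GLUL, the glutamine synthetase, was 2.21-fold higher and the other 35 lay within 2-fold. Of 31 genes of glycolysis and lactate production, 30 lay within 2-fold, and PFKFB2 exceeded it only through its probe not well above background in Mock. The 3 with the highest Mock signals, GAPDH, TPI1 and PKM, had log2 fold changes of 0.02, -0.21 and 0.01, and LDHA, which makes lactate, had -0.17. Of 12 genes of the pentose phosphate pathway, H6PD was 2-fold higher, while G6PD, which opens the cytosolic pathway, had a log2 fold change of 0.23 and PGD one of -0.16. Of 25 genes of fatty acid synthesis, ELOVL4, a fatty acid elongase, was 2.00-fold higher at a signal of 93.1, and FASN had a log2 fold change of -0.12. Of 25 genes of cholesterol synthesis, MSMO1 was 2.36-fold higher over a probe printed 10 times and SC5D was 2.14-fold higher, both sterol-modifying enzymes, with Dlx-2 signals of 323 and 92.3, and HMGCR, the rate-limiting enzyme, had a log2 fold change of 0.27. ELOVL4, MSMO1 and SC5D all fell under 2-fold when the background was modelled with an offset, and ELOVL4 also with cyclic loess and without spots next to a deviating spot. No member of these 5 lists was 2-fold lower. The median log2 fold change was 0.04 for glutamine metabolism, -0.05 for glycolysis, -0.09 for the pentose phosphate pathway, -0.07 for fatty acid synthesis and 0.05 for cholesterol synthesis. Among 10000 random lists of the same size and similar signal these medians lay at percentiles 95.6, 35.2, 12.7, 26.9 and 98.4, which describes these 2 arrays only. From GLS1, PFKFB2, H6PD and ACACB, the last for fatty acid and cholesterol synthesis together, the paper proposes that Dlx-2 may activate several oncogenic metabolic pathways. Separately from the arrays, it measured glucose consumption, lactate production and oxygen consumption in Dlx-2 cells and reports a glycolytic switch.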

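GLS, the gene of GLS1, was read in Dlx-2 and Mock MCF-7 cells by 2 probes that carry a RefSeq accession, and probes with other accessions, which could not be named, are not counted here. Probe A_23_P39766, printed once, had normalized signals of 469 in Mock and 589 in Dlx-2 cells, which is 1.26-fold higher. Probe A_33_P3379916, printed 2 times, had signals of 546 in Mock and 464 in Dlx-2 cells, which is 1.18-fold lower. The spots of the second probe differed within an array by an SD of 0.066 (log2) in Mock and 0.059 in Dlx-2 cells, so the probes differed from each other by more than the spread between spots. Their mean log2 fold change was 0.05, or 1.03-fold. GLS2, the second glutaminase gene, had signals of 1347 and 1193 in Mock and Dlx-2 cells, a log2 fold change of -0.18. The log2 fold change was -0.02 for GLUD1, the mitochondrial glutamate dehydrogenase, -0.08 for GOT1 and 0.08 for GOT2, the cytosolic and mitochondrial aspartate aminotransferases, with Mock signals of 4009, 18958 and 52483. ME1, the cytosolic malic enzyme, was 1.41-fold higher, at 571 in Mock and 804 in Dlx-2 cells, and its 2 spots were 1.69 and 1.65 times as bright with Dlx-2 before normalization. Among the other genes that supply or use Gln, log2 fold changes ran from -0.24 for NADSYN1, which takes its nitrogen from Gln, to 0.64 for OAT, which links ornithine to glutamate, with GLUL above them. The transporters lay between 0.019 for SLC38A5 and 0.60 for SLC38A1.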

Dlx-2 led to a 2-fold upregulation of GLS1 (Figure 1A), without affecting the expression of other Gln metabolism enzymes, including GLS2, GLUD1, GOT1/2, and ME1 (data not shown).

**Figure 1:**
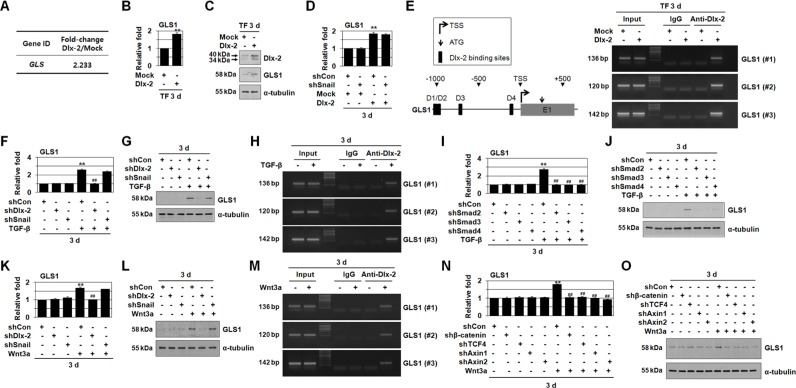
TGF-β and Wnt3a induces GLS1 expression by Dlx-2 activation **A-C.** MCF-7 cells were transfected with Dlx-2. Changes in cellular gene transcription were detected by microarray analysis (A). Fold increases in expression as compared with Mock are shown. The cells were also analyzed by real-time qrtPCR (B) and immunoblotting (C) using the indicated primers and antibodies. **p < 0.01 versus Mock. **D.** MCF-7 cells co-transfected with Dlx-2 and shSnail were analyzed by real-time qrtPCR for GLS1 expression. **p < 0.01 versus Mock. **E.** A schematic diagram of the human *GLS1* promoter regions is shown in left panel, and the 4 predicted Dlx-2 binding sites are indicated by black boxes and numbered D1, D2, D3 and D4. The ChIP-enriched DNA was amplified using primers #1, #2 or #3, which encompass the D1/D2, D3, or D4 binding sites in the GLS1 promoter, respectively. MCF-7 cells were transfected with Dlx-2 and analyzed using ChIP assays (right panel). **F, G.** MCF-7 cells transfected with shDlx-2 or shSnail and then treated with TGF-β were analyzed by real-time qrtPCR (F) and immunoblotting (G) for GLS1 expression. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon. **H.** MCF-7 cells were treated with TGF-β and analyzed using ChIP assays. **I, J.** MCF-7 cells were transfected with shRNA for Smad 2/3/4 and then treated with TGF-β. The cells were then analyzed by real-time qrtPCR (I) and immunoblotting (J) for GLS1 expression. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon. **K, L.** MCF-7 cells transfected with shDlx-2 or shSnail and then treated with Wnt3a CM were analyzed by real-time qrtPCR (K) and immunoblotting (L) for GLS1 expression. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon. **M.** MCF-7 cells were treated with Wnt3a CM and analyzed using ChIP assays. **N, O.** MCF-7 cells were transfected with shRNA for β-catenin, TCF4, and Axin1/2 and then treated with Wnt3a CM. The cells were then analyzed by real-time qrtPCR (N) and immunoblotting (O) for GLS1 expression. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon. All error bars represent SE. For all immunoblotting images, cropped blots are shown.

Most cancer cells depend on enhanced Gln metabolism for growth and survival in addition to Glc metabolism [2, 4–8]. GLS1, which converts Gln to glutamate [10, 11], is the first enzyme involved in Gln anaplerosis. 

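Among the 14946 genes measured in Dlx-2 and Mock MCF-7 cells, 5768 had a higher log2 fold change than GLS over its 2 named probes, which places GLS at percentile 61.4. Taken alone, its probe printed once gave a log2 fold change of 0.33, and its probe printed 2 times gave -0.23. Of the genes at least 2-fold higher, 61 were among the 7473 genes with a signal of 1491 or more, and 272 were among the equally many below it, where the spread between spots is larger. GLS lies among the latter by its 2 named probes. Both were named through the same RefSeq transcript, and probes that could not be named do not enter this rank. Of these, 1 probe, with 31.2 in Mock and 69.6 in Dlx-2 cells, had the ratio printed in Figure 1A. By the density of ratios 1.66 matches are expected among all probes, named or not. That number does not give the chance of a match at a GLS probe. Whether this probe reads GLS is not known here, so the rank does not settle the value for GLS as a whole.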

Because of its importance for Gln anaplerosis, we focused on Dlx-2-induced changes in GLS1 mRNA levels, even though they only increased 2-fold in the microarray data.

Real-time quantitative reverse transcription PCR (real-time qrtPCR, Figure 1B) and immunoblotting (Figure 1C) confirmed the microarray data; Dlx-2 overexpression increased GLS1 mRNA and protein levels. Because Snail acts downstream of Dlx-2, we examined the effects of shSnail on Dlx-2-induced GLS1 expression. shSnail did not inhibit Dlx-2-induced GLS1 expression (Figure 1D), suggesting that Dlx-2 induces GLS1 expression independently of Snail. In addition, Snail overexpression had no effect on GLS1 expression (data not shown).

We further examined the effects of Dlx-2 levels on GLS1 expression using a ChIP assay. Dlx-2 homeodomain binds DNA elements containing a TAAT core motif [31, 32]. Four putative Dlx-2 binding sites were found in the GLS1 promoter (Figure 1E). The ChIP assay showed that Dlx-2 binds to the GLS1 promoter (Figure 1E), suggesting that Dlx-2 may directly induce GLS1 expression.

Because Dlx-2 is induced by TGF-β and Wnt [34, 37], we further investigated whether TGF-β and Wnt3a induced GLS1 expression. TGF-β and Wnt3a induced GLS1 expression (Figure 1F–1O). shDlx-2, but not shSnail, decreased TGF-β- and Wnt3a-induced GLS1 expression (Figure 1F, 1G, 1K and 1L), indicating that TGF-β and Wnt3a induce GLS1 expression in a Dlx-2 dependent and Snail-independent manner. A ChIP assay showed that TGF-β and Wnt3a increased Dlx-2 binding at the GLS1 promoter (Figure 1H and 1M). TGF-β-induced GLS1 expression was also prevented by knockdown of Smad components of the TGF-β signaling pathway (Figure 1I and 1J). shβ-catenin, shTCF4, and shAxin1/2 also suppressed Wnt3a-induced GLS1 expression (Figure 1N and 1O).

### shGLS1 inhibits *in vivo* tumor growth and metastasis

Because shGLS1 and GLS inhibitors reduce growth in several types of cancer cell xenografts [10, 14, 17], we examined the *in vivo* effects of shGLS1 on tumor growth and metastasis. HCT116 cells stably transfected with shCon or shGLS1 were injected subcutaneously into the dorsal flank of nude mice, which were then monitored for tumor growth. shGLS1 reduced tumor growth compared to shCon throughout the experiment (Figure 2A–2D). 28 days after injection, shGLS1 decreased tumor volume by 30% and weight by 64% relative to shCon (Figure 2A–2C).

**Figure 2:**
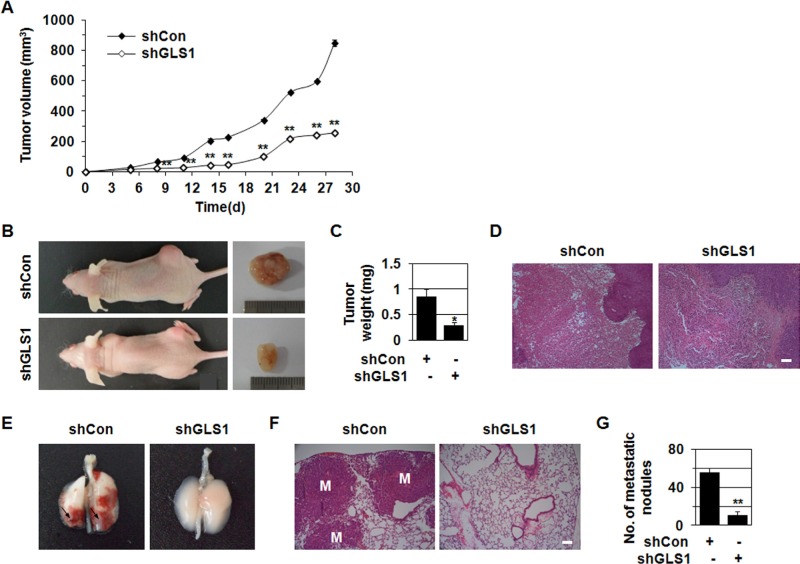
shGLS1 inhibits tumor growth and metastasis **A-D.** HCT116 cells stably transfected with shCon or shGLS1 were injected subcutaneously into the dorsal flank of nude mice (*n* = 4-5). Tumor growth curves (A) and photographs of representative mice, tumors (B), tumor weight (C) and H&E staining (D) are shown. *p < 0.05; **p < 0.01 versus shCon. **E-G.** 1 × 10^6^ HCT116 cells stably transfected with shCon or shGLS1 were injected into the tail vein of nude mice (*n* = 3-5). Photographs of representative lungs (E) and H&E staining of lung sections are shown (F). The number of metastatic nodules (G). **p < 0.01 versus shCon. All error bars represent SE. All scale bars represent 100 μm.

Metastasis is the most common cause of death in cancer patients [20, 21, 23]. Thus, we investigated the effect of shGLS1 on pulmonary metastasis *in vivo*. HCT116 cells stably transfected with shCon or shGLS1 were injected into the lateral tail vein of nude mice. 48 days after injection, lungs were harvested to evaluate tumor metastasis. shGLS1 reduced the number of metastatic nodules (Figure 2E–2G) and the number of micrometastatic lesions (Figure 2F). While shCon cell injections resulted in an average of 55 metastatic nodules per lung, shGLS1 cell injections resulted in an average of 10 nodules per lung (Figure 2G). These results show that GLS1 levels are important in *in vivo* tumor metastasis as well as tumor growth.

### Inhibition of Gln metabolism prevents EMT

EMT is closely associated with tumor metastasis [19–22]. Thus, we examined the effects of GLS1 knockdown on EMT in MCF-7 cells. shGLS1 prevented Dlx-2-induced EMT and E-cadherin downregulation (Figure 3A–3C). In addition, shGLS1 prevented TGF-β- and Wnt3a-induced EMT and E-cadherin downregulation (Figure 3D–3I). In contrast, shGLS2 did not inhibit Dlx-2-, TGF-β-, or Wnt3a-induced EMT (data not shown).

**Figure 3:**
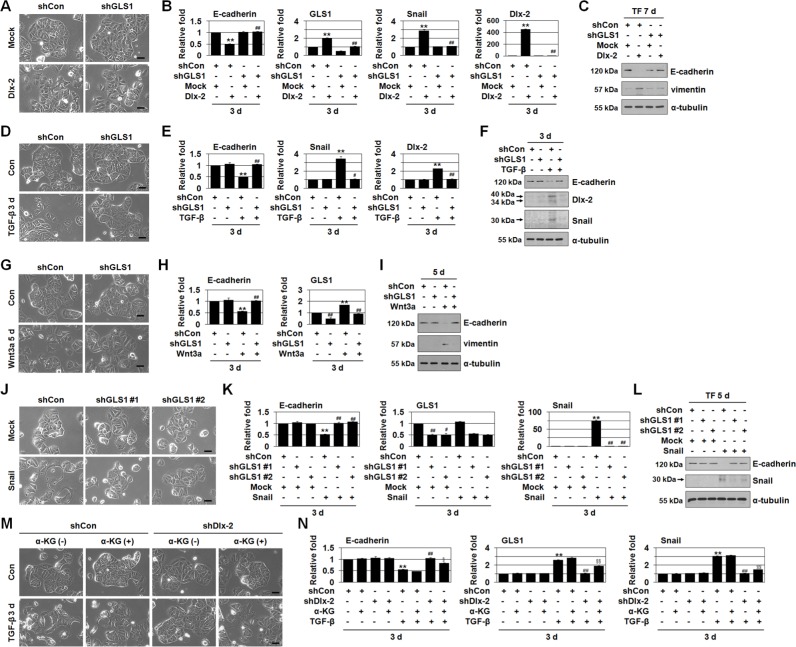
Inhibition of Gln metabolism prevents EMT **A-C.** MCF-7 cells were co-transfected with Dlx-2 and shGLS1. The cells were analyzed for cell morphology by phase-contrast microscopy (A). The cells were also analyzed by real-time qrtPCR (B) and immunoblotting (C) using the indicated primers and antibodies. **p < 0.01 versus Mock, ^##^*p* < 0.01 versus shCon. **D-I.** MCF-7 cells were transfected with shGLS1 and then treated with TGF-β (D-F) or Wnt3a CM (G-I). The cells were analyzed by phase-contrast microscopy for cell morphology (D, G), and by real-time qrtPCR (E, H) and immunoblotting (F, I) using the indicated primers and antibodies. **p < 0.01 versus untreated, ^#^*p* < 0.05; ^##^*p* < 0.01 versus shCon. **J-L.** MCF-7 cells were co-transfected with Snail and 2 different shGLS1 constructs (#1 and #2). The cells were analyzed for cell morphology by phase-contrast microscopy (J). The cells were also analyzed by real-time qrtPCR (K) and immunoblotting (L) using the indicated primers and antibodies. **p < 0.01 versus Mock, ^#^*p* < 0.05; ^##^*p* < 0.01 versus shCon. **M, N.** MCF-7 cells were transfected with shDlx-2 and then treated with TGF-β in the presence or absence of α-KG and analyzed for cell morphology by phase-contrast microscopy (M). The cells were also analyzed by real-time qrtPCR for E-cadherin, GLS1, and Snail expression (N). **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon, ^§^*p* < 0.05; ^§§^*p* < 0.01 versus shDlx-2 in the absence of α-KG. All error bars represent SE. All scale bars represent 100 μm. For all immunoblotting images, cropped blots are shown.

We then examined the effects of shGLS1 in Snail overexpressing cells. We used 2 different GLS1 shRNAs (shGLS1 #1 and #2), both of which effectively reduced GLS1 levels. Both shGLS1s prevented Snail-induced EMT and E-cadherin downregulation in the Snail-overexpressing MCF-7 cells (Figure 3J–3L). Thus, although GLS1 levels were not changed by Snail overexpression, Snail-induced EMT was inhibited by shGLS1.

We also examined the effects of Gln deprivation on EMT. Gln deprivation suppressed Dlx-2-induced EMT, E-cadherin downregulation, and vimentin upregulation (Supplemental Figure 1A-C). Additionally, Gln deprivation suppressed TGF-β-induced EMT and E-cadherin downregulation (Supplemental Figure 1D and 1E). Gln deprivation also suppressed Snail-induced EMT, E-cadherin downregulation, and vimentin upregulation (Supplemental Figure 1F-H). In addition, the Gln analog 6-diazo-5-oxo-L-norleucine (DON) and two GLS-selective inhibitors, compound 968 and BPTES [16], suppressed TGF-β-induced EMT and E-cadherin downregulation (Supplemental Figure 1I-N).

Gln is converted to glutamate, and then to α-ketoglutarate (α-KG), by glutamate dehydrogenase (GLUD1) [11]. Thus, we examined the effects of α-KG on reduced EMT following inhibition of Gln metabolism. We used dimethyl-α-ketoglutarate, a cell permeable α-KG precursor, to restore α-KG levels in Gln metabolism-inhibited cells. Exposing cells to α-KG prevented inhibition of EMT following Gln deprivation and DON application (Supplemental Figure 1D, 1E, 1I and 1J). Furthermore, α-KG prevented shDlx-2-mediated suppression of TGF-β-induced EMT (Figure 3M and 3N), supporting that Dlx-2 induces EMT by inducing GLS1 expression and Gln metabolism.

Gln metabolism inhibition had similar effects on EMT in HCT116 and MDCK cells. shGLS1 prevented Dlx-2-, Wnt3a-, and Snail-induced EMT and E-cadherin downregulation in HCT116 cells (Supplemental Figure 2A-F). shGLS1 also inhibited TGF-β- and Snail-induced EMT in MDCK cells (Supplemental Figure 2G-J). Thus, inhibition of Gln metabolism reduced EMT not only in MCF-7 cells, but also in HCT116 and MDCK cells.

### Gln metabolism inhibition and shDlx-2 decrease Snail mRNA levels

Because Gln metabolism inhibition prevents Dlx-2-, TGF-β-, Wnt3a-, and Snail-induced EMT, we examined the effects of Gln metabolism on Snail expression. shGLS1 or Gln deprivation reduced Snail expression in Dlx-2-overexpressing cells (Figure 3B and Supplemental Figure 1B). In addition, Gln metabolism inhibition via shGLS1, Gln deprivation, DON, 968, or BPTES also prevented TGF-β-induced Snail expression (Figure 3E and 3F, and Supplemental Figure 1E, 1J, 1L, and 1N). α-KG prevented the reduction of TGF-β-induced Snail expression following Gln metabolism inhibition (Gln deprivation or DON) (Supplemental Figure 1E and 1J).

shGLS1 or Gln deprivation also decreased Snail expression in Snail-overexpressing cells (Figure 3K and 3L, and Supplemental Figure 1G). Dlx-2 expression was also reduced by Gln metabolism inhibition (shGLS1, Gln deprivation, or DON) in Dlx-2-overexpressing cells and TGF-β-treated cells (Figure 3B, 3E, and 3F, and Supplemental Figure 1B, 1E, and 1J). Furthermore, shDlx-2 suppressed the TGF-β-mediated increase in Snail mRNA levels; α-KG prevented the inhibitory effects of shDlx-2 on TGF-β-induced Snail mRNA expression (Figure 3N).

Gln metabolism inhibition had similar effects on Snail expression in HCT116 and MDCK cells. shGLS1 prevented Dlx-2- and Snail-induced Snail expression in HCT116 cells (Supplemental Figure 2B and 2F). shGLS1 also inhibited TGF-β- and Snail-induced Snail expression in MDCK cells (Supplemental Figure 2H and 2J). Thus, Gln metabolism inhibition decreased Snail expression in HCT116 and MDCK cells in addition to MCF-7 cells.

Although co-transfection of Dlx-2 and Snail did not affect Snail expression, shDlx-2 and Snail co-transfection significantly reduced Snail levels (Supplemental Figure 3A), indicating that Dlx-2 is required for the maintenance of Snail mRNA levels. Gln metabolism inhibition and shDlx-2 together may therefore affect Snail mRNA stability. We examined this possibility by treating Snail-transfected cells with actinomycin D in the presence or absence of Gln. As expected, Snail mRNA stability was significantly reduced by Gln deprivation compared to normal growth medium (Supplemental Figure 3B). Snail mRNA had a half-life (t_1/2_) of 9.99 h in complete medium and a t_1/2_ of 3.57 h in Gln-free medium; the absence of Gln accelerated Snail mRNA decay. Thus, in addition to inducing Snail gene transcription, Dlx-2 upregulates Snail levels by stimulating Gln metabolism, which increases Snail mRNA stability.

### Gln metabolism inhibition and shDlx-2 increase the expression of Snail-targeting miRNAs through p53 regulation

Snail mRNA levels are suppressed by many miRNAs, including miR-23b, miR-29b, miR-30, miR-34, miR-125b, miR-148a, miR-153, miR-200, miR-203, miR let-7, miR-7, miR-9, miR-128-2, miR-145, and miR-204 (39; Supplemental references 1-17). We examined whether Gln metabolism inhibition affects the expression of these Snail-targeting miRNAs. shGLS1, DON, and Gln deprivation increased the expression of miR-23b, miR-29b, miR-30, miR-34, miR-125b, miR-148a, miR-153, miR-200, and miR-203 without affecting the expression of miR let-7, miR-7, miR-9, miR-128-2, miR-145, and miR-204 (Table 1). Similar results were obtained in Dlx-2 knockdown cells (Table 1). α-KG inhibited the effects of shGLS1, Gln deprivation, and shDlx-2 on the expression of the Snail-targeting miRNAs (Table 1).

**Table 1:** p53-dependent regulation of Snail-targeting miRNAs by Gln metabolism inhibition and shDlx-2

Genes	shGLS1	shGLS1		shGLS1		DON		Gln (−)	Gln (−)		Gln (−)		shDlx-2	shDlx-2		shDlx-2	
	3 d	α-KG (−)	α-KG (+)	shCon	shp53	shCon	shp53	3 d	α-KG (−)	α-KG (+)	shCon	shp53	3 d	α-KG (−)	α-KG (+)	shCon	shp53
miR-23b	2.813^aa^	2.886^aa^	1.095^bb^	2.923^aa^	1.084^bb^	2.464^aa^	1.068^bb^	2.525^aa^	2.491^aa^	0.996^b^	2.508^aa^	1.093^bb^	1.871^aa^	1.872^aa^	1.013^bb^	1.890^aa^	1.088^bb^
miR-29b	1.551^aa^	1.576^aa^	1.046^b^	1.571^aa^	1.054^bb^	2.037^a^	1.055^b^	2.021^aa^	2.071^aa^	0.997^b^	1.828^a^	1.046^b^	1.562^aa^	1.610^aa^	0.981^bb^	1.541^aa^	1.040^bb^
miR-30	2.505^aa^	2.532^aa^	0.877^bb^	2.548^aa^	1.018^bb^	2.382^a^	1.127^b^	2.465^aa^	2.493^aa^	0.954^bb^	2.414^aa^	1.058^bb^	1.848^aa^	1.823^aa^	1.003^b^	1.859^aa^	1.063^bb^
miR-34	2.156^aa^	2.135^aa^	1.004^bb^	2.175^aa^	1.020^bb^	2.623^a^	1.071^b^	2.464^aa^	2.448^aa^	0.937^b^	2.365^aa^	1.039^bb^	1.951^aa^	1.835^a^	0.914^bb^	1.918^aa^	1.003^bb^
miR-125b	3.544^aa^	3.570^a^	1.024^b^	3.656^aa^	1.081^bb^	3.185^a^	1.045^b^	3.215^aa^	3.078^aa^	1.051^bb^	3.324^aa^	1.053^bb^	2.983^aa^	3.045^aa^	1.052^bb^	2.880^aa^	1.101^bb^
miR-148a	3.139^aa^	3.267^aa^	0.917^b^	3.048^aa^	1.043^bb^	2.874^a^	1.073^b^	3.003^aa^	3.052^aa^	1.023^bb^	2.919^aa^	1.062^bb^	2.356^aa^	2.438^aa^	1.018^bb^	2.239^aa^	1.007^bb^
miR-153	3.124^aa^	3.130^aa^	1.150^bb^	3.218^aa^	1.080^bb^	2.458^a^	1.092^b^	2.577^aa^	2.501^aa^	1.178^b^	2.770^aa^	1.108^bb^	2.472^aa^	2.599^aa^	0.981^bb^	2.344^aa^	1.043^bb^
miR-200	2.616^aa^	2.700^aa^	0.930^bb^	2.618^aa^	1.067^bb^	2.261^a^	1.070^b^	2.472^aa^	2.471^aa^	1.032^bb^	2.480^aa^	1.082^bb^	2.183^aa^	2.318^aa^	0.993^bb^	2.123^aa^	1.074^bb^
miR-203	2.257^aa^	2.363^aa^	1.167^bb^	2.289^aa^	1.073^bb^	2.196^a^	1.083^b^	2.376^aa^	2.312^aa^	1.078^bb^	2.380^aa^	1.037^bb^	2.271^aa^	2.306^aa^	1.038^bb^	2.223^aa^	1.044^bb^
miR let-7	1.001							1.075	1.016	1.107			0.964				
miR-7	1.230							1.264	1.306	1.386			1.206				
miR-9	0.917							0.899	0.846	0.866			1.064				
miR-128-2	1.275							1.119	1.022	0.981			1.061				
miR-145	0.763							1.051	1.106	0.929			1.066				
miR-204	1.102							1.123	1.069	1.103			1.020				

GLS1, glutaminase; DON, 6-diazo-5-oxo-L-norleucine; Gln, glutamine; Dlx-2, distal-less (Dlx) homeobox 2; α-KG, dimethyl-α-ketoglutarate; miR, microRNA.

MCF-7 cells were transfected with shGLS1, cultured in complete or Gln-free medium or transfected with shDlx-2, and then treated with α-KG or co-transfected with shp53. MCF-7 cells were transfected with shp53 and then treated with DON; The cells were analyzed by real-time qrtPCR.

a *p* < 0.05

aa *p* < 0.01 versus control (untreated and shCon).

b *p* < 0.05

bb *p* < 0.01 versus shGLS1, DON, Gln-free medium, or shDlx-2.

We also found that TGF-β reduced the expression of the Snail-targeting miRNAs (Supplemental Figure 4A). These results suggest that TGF-β upregulates Snail levels by reducing the expression of Snail-targeting miRNAs in addition to directly increasing Snail gene expression. Gln deprivation suppressed the inhibitory effects of TGF-β on Snail-targeting miRNA levels (Supplemental Figure 4A). In addition, Dlx-2 overexpression reduced the expression of the Snail-targeting miRNAs (Supplemental Figure 4B). Thus, Dlx-2 increased Snail levels by repressing Snail-targeting miRNA expression; furthermore, Dlx-2 may downregulate Snail-targeting miRNAs through regulation of Gln metabolism.

Tumor cells exhibit enhanced Glc and Gln uptake and are especially sensitive to nutritional stress. The tumor suppressor p53, which reprograms tumor cell functions in response to nutritional stress, is a major sensor of low nutrient levels [40]. Therefore, we investigated whether p53 is involved in the expression of Snail-targeting miRNAs. Gln metabolism inhibition (shGLS1, DON, or Gln deprivation) and shDlx-2 increased p53 expression (Figure 4A–4D), while α-KG suppressed shGLS1- and shDlx-2 induced p53 expression (Figure 4A and 4B). TGF-β decreases p53 by inhibiting its transcription and translation [41]. We found that shDlx-2 prevented the TGF-β-mediated decrease in p53 levels, but shSnail did not (Figure 4E and 4F). This indicates that TGF-β decreases p53 via Dlx-2. The shDlx-2-mediated increase in p53 levels was also prevented by TGF-β (Figure 4E and 4F).

**Figure 4:**
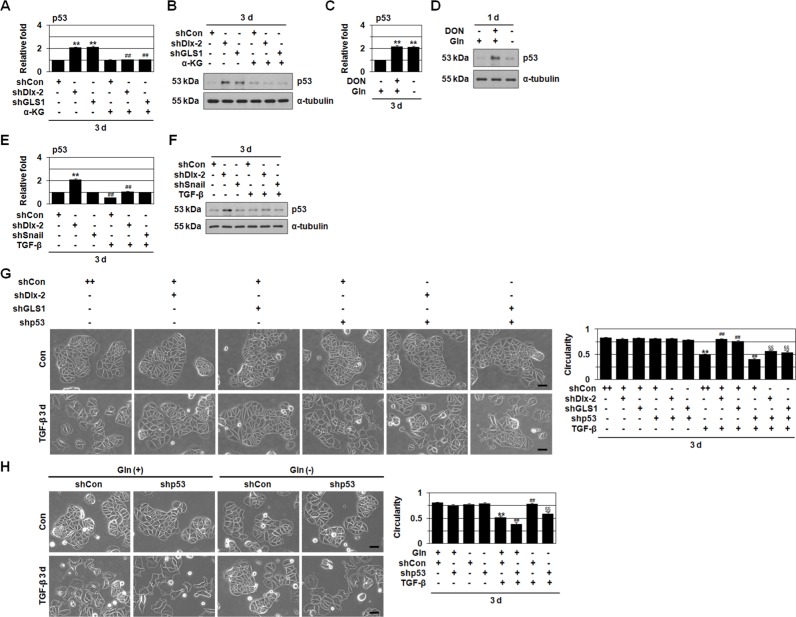
shDlx-2 or Gln metabolism inhibition increase the expression of p53 **A, B.** MCF-7 cells transfected with shDlx-2 or shGLS1 and then treated with α-KG were analyzed by real-time qrtPCR (A) and immunoblotting (B) for p53 expression. **p < 0.01 versus shCon, ^##^*p* < 0.01 versus untreated. **C, D.** MCF-7 cells treated with DON or cultured in Gln-free medium were analyzed by real-time qrtPCR (C) and immunoblotting (D) for p53 expression. **p < 0.01 versus control. **E, F.** MCF-7 cells transfected with shDlx-2 or shSnail and then treated with TGF-β were analyzed by real-time qrtPCR (E) and immunoblotting (F) for p53 expression. **p < 0.01 versus shCon, ^##^*p* < 0.01 versus untreated. **G.** MCF-7 cells co-transfected with shDlx-2 or shGLS1 and shp53 and then treated with TGF-β were analyzed by phase-contrast microscopy for cell morphology (left) and circularity (right). The borders (white) drawn along the cell edges are shown for quantification of circularity. The results (54-158 cells in each group) are presented as mean ± SE. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon with TGF-β, ^§§^*p* < 0.01 versus shDlx-2 or shGLS1 with TGF-β. **H.** MCF-7 cells transfected with shp53 and then cultured in complete or Gln-free medium with TGF-β were analyzed by phase-contrast microscopy for cell morphology (left) and circularity (right). The borders (white) drawn along the cell edges are shown for quantification of circularity. The results (26-134 cells in each group) are presented as mean ± SE. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus complete medium with TGF-β, ^§§^*p* < 0.01 versus shCon in Gln-free medium with TGF-β. All error bars represent SE. All scale bars represent 100 μm. For all immunoblotting images, cropped blots are shown.

In addition, shp53 suppressed the expression of all of 9 Snail-targeting miRNAs induced by Gln metabolism inhibition (shGLS1, DON, and Gln deprivation) and shDlx-2 (Table 1). Thus, p53 induces the expression of other miRNAs besides miR-34 and miR-200 during Gln metabolism inhibition.

We then examined the role of p53 in shDlx-2- and Gln metabolism inhibition-mediated suppression of TGF-β-induced EMT. shp53 promoted TGF-β-induced EMT (Figure 4G and 4H). shp53 prevented shDlx-2- and shGLS1-mediated suppression of TGF-β-induced EMT (Figure 4G). shp53 prevented Gln deprivation-mediated suppression of TGF-β-induced EMT in MCF-7 cells as well (Figure 4H), suggesting that TGF-β induces EMT in a p53-dependent manner. In summary, Dlx-2 and Gln metabolism may downregulate Snail-targeting miRNAs in a p53-dependent manner during TGF-β-induced EMT.

### Inhibition of Gln metabolism prevents Dlx-2/TGF-β/Wnt3a/Snail-induced glycolytic switch and mitochondrial repression

Previously, we showed that Snail induces glycolytic switch and mitochondrial repression [29]. Dlx-2 induced glycolytic switch and mitochondrial repression (Figure 5A and Supplemental Figure 5A). Next, we examined whether Gln metabolism affects Dlx-2-induced glycolytic switch and mitochondrial repression. shGLS1 and Gln deprivation suppressed Dlx-2-induced Glc consumption and Lac production (Figure 5A and Supplemental Figure 5A). In addition, shGLS1 and Gln deprivation prevented Dlx-2-induced repression of oxygen (O_2_) consumption (Figure 5A and Supplemental Figure 5A). ATP levels in these cells were similar to those in control cells (data not shown). By measuring O_2_ consumption and Lac production, we estimated the relative contributions of glycolysis and aerobic respiration to total ATP production. shGLS1 and Gln deprivation prevented the Dlx-2-mediated increase in the ratio of ATP produced by glycolysis versus aerobic respiration (Figure 5A and Supplemental Figure 5A). This indicates that Gln metabolism inhibition suppresses Dlx-2-induced glycolytic switch and mitochondrial repression.

**Figure 5:**
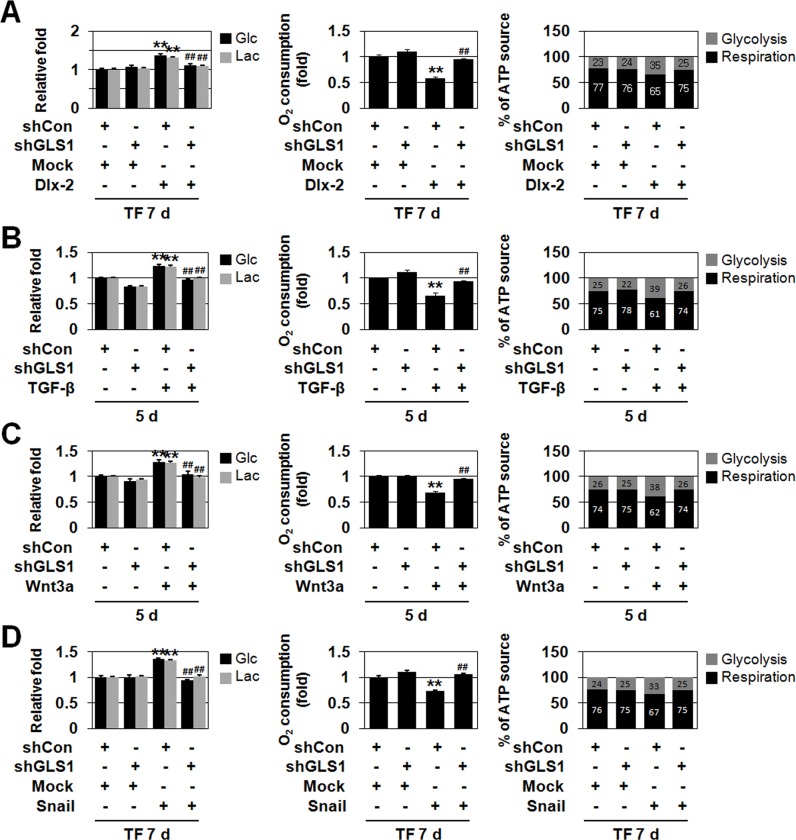
Gln metabolism is linked to TGF-β-, Wnt3a-, and Dlx-2/Snail-induced glycolytic switch and mitochondrial repression **A.** MCF-7 cells were co-transfected with Dlx-2 and shGLS1. The cells were analyzed for Glc consumption, Lac production, mitochondrial respiration, and ATP source. **p < 0.01 versus Mock, ^##^*p* < 0.01 versus shCon. **B, C.** MCF-7 cells were transfected with shGLS1 and then treated with TGF-β (B) or Wnt3a CM (C). The cells were analyzed for Glc consumption, Lac production, mitochondrial respiration, and ATP source. **p < 0.01 versus untreated, ^##^*p* < 0.01 versus shCon. **D.** MCF-7 cells were co-transfected with Snail and shGLS1. The cells were analyzed for Glc consumption, Lac production, mitochondrial respiration and ATP source. **p < 0.01 versus Mock, ^##^*p* < 0.01 versus shCon. The amount of ATP produced by aerobic respiration (black bars) and glycolysis (gray bars) was calculated by measuring oxygen consumption and Lac production in the cells (right panels in A-D). All error bars represent SE.

We then examined whether Gln metabolism is linked to TGF-β/Wnt-induced glycolytic switch and mitochondrial repression. TGF-β and Wnt induced glycolytic switch and mitochondrial repression (Figure 5B and 5C). shGLS1 suppressed TGF-β- and Wnt-induced Glc consumption and Lac production (Figure 5B and 5C). In addition, shGLS1 prevented TGF-β- and Wnt-induced repression of O_2_ consumption (Figure 5B and 5C). Total ATP concentrations remained the same in all cells (data not shown). shGLS1 inhibited the TGF-β- and Wnt-mediated increase in the ratio of ATP produced by glycolysis versus aerobic respiration (Figure 5B and 5C). This indicates that shGLS1 suppresses TGF-β/Wnt-induced glycolytic switch and mitochondrial repression. Thus, Gln metabolism appears to be linked to Dlx-2-, TGF-β-, and Wnt-induced glycolytic switch and mitochondrial repression.

Finally, we examined whether Gln metabolism affects Snail-induced glycolytic switch and mitochondrial repression (Figure 5D and Supplemental Figure 5B). Similar to their inhibitory effects on EMT, shGLS1 and Gln deprivation prevented Snail-induced glycolytic switch in Snail-overexpressing cells (Figure 5D and Supplemental Figure 5B). shGLS1 and Gln deprivation also prevented Snail-induced repression of O_2_ consumption (Figure 5D and Supplemental Figure 5B). Thus, Gln metabolism inhibition suppressed Snail-induced glycolytic switch and mitochondrial repression.

### Expression of Dlx-2, GLS1, Snail, p53, and Snail-targeting miRNAs in human tumors

To examine the physiological relevance of the Dlx-2/GLS1/p53/miRNA/Snail cascade, we analyzed their levels in human tumor samples. Dlx-2, GLS1, Snail, p53, and Snail-targeting miRNA expression was examined with real-time qrtPCR using RNAs extracted from paired biopsies of breast, colon, and ovarian cancer and corresponding normal tissues. Dlx-2 and Snail expression were higher in breast cancer tissues compared to matched non-tumorigenic tissues (Figure 6A). GLS1 expression was also higher, and p53 expression was lower, in breast cancer tissues (Figure 6A). In addition, Dlx-2, GLS1, and Snail expression were higher, and p53 expression was lower, in colon and ovarian cancer tissues compared to matched normal tissues regardless of cancer stage (Figure 6B–6D). The expression of most Snail-targeting miRNAs (miR-23b, miR-29b, miR-30, miR-125b, miR-153, and miR-200) was lower in breast and colon cancer than in matched normal tissues; however, miR-34, miR-148a, and miR-203 expression was similar to control tissues in metaplastic breast carcinoma (Figure 6E). We also examined the expression of Dlx-2, GLS1, and Snail protein using immunoblotting. The expression of all three was higher in breast, colon and ovarian cancer tissues than in matched non-tumorigenic tissues (Figure 6A–6D). These results support important roles for Dlx-2, GLS1, and p53 in tumor development.

**Figure 6:**
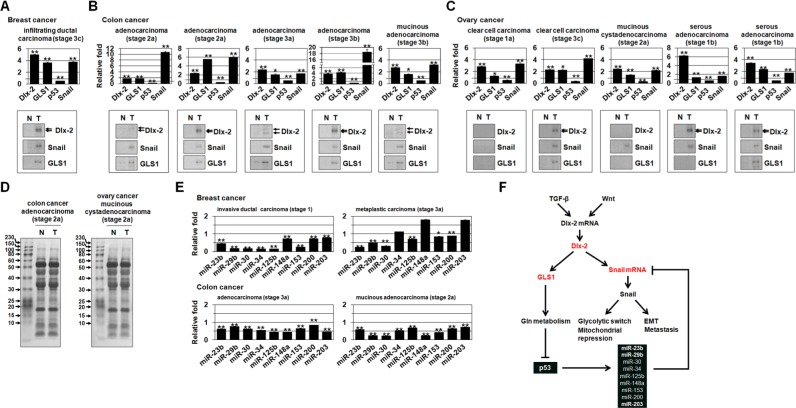
The expression of Dlx-2, GLS1, p53, Snail, and Snail-targeting miRNAs in human tumors **A-C.** Real-time qrtPCR data showing expression of Dlx-2, GLS1, p53 and Snail mRNA, and immunoblotting for Dlx-2, Snail, and GLS1 protein in normal (N) and tumor (T) tissues from the indicated tumor types and histological stages (TNM classification) of breast (A), colon (B) and ovarian cancer (C). **D.** Ponceau S-stained membranes showing loading of same amount of proteins. **E.** Real-time qrtPCR data of Snail-targeting miRNAs in normal (N) and tumor (T) tissues in the indicated tumor types. Relative levels of miRNAs were normalized to the corresponding normal tissues. *p < 0.05; **p < 0.01 versus matched normal (N) tissues. All error bars represent SE. **F.** A schematic representation showing a new function of Dlx-2/GLS1-driven Gln metabolism that contributes to Snail-dependent EMT and glycolytic switch. For all immunoblotting images, cropped blots are shown.

## DISCUSSION

Dlx-2, a transcriptional factor involved in embryonic development, tissue homeostasis, and the cell cycle [31, 32], is important in carcinogenesis; Dlx-2 expression correlates positively with more advanced cancer stages and with poor prognosis in a variety of human cancer types [33–36]. In this study, we show that Dlx-2 induces EMT and regulates GLS1 expression and Gln metabolism, which increases tumor metastasis. The Dlx-2 target gene GLS1 (Figure 1) is important in Gln metabolism. GLS1 is a critical enzyme in a number of cancers [12–17]. GLS1 levels are increased in breast and prostate cancers and HCC tissues compared to matched normal tissues and positively correlate with both degree of malignancy and tumor grade [17, 18] (Figure 6). c-Myc-mediated repression of miR-23a/b increases GLS1 levels [12, 13]. In addition, the NF-κB member p65 subunit suppresses the expression of miR-23a and directly inhibits GLS1 expression [42]. Xiang *et al*. (2015) showed that *GLS1* mRNA is upregulated in primary human HCC compared to surrounding non-tumor tissue, and that, while *MYC* mRNA levels were also elevated in the tumors, they did not correlate directly with *GLS1* mRNA levels [17]. This suggests that factors other than MYC may be involved in the upregulation of *GLS1* mRNA levels in HCC. Here, GLS1 was induced by Dlx-2 (Figure 1). We showed that GLS1 expression was also upregulated by TGF-β and Wnt in a Dlx-2-dependent, but Snail-independent, manner (Figure 1). Furthermore, Dlx-2 bound to the GLS1 promoter (Figure 1E), indicating that Dlx-2 induces GLS1 expression. Whether Dlx-2 binding is required for Dlx-2-induced GLS1 activation remains to be elucidated through the use of transcriptional reporter assays combined with site-directed mutagenesis.

We showed that shGLS1 inhibits tumor growth and metastasis *in vivo* (Figure 2). shGLS1 and GLS-specific inhibitors, BPTES and 968, reduce the growth of several types of cancer cell xenografts [10, 14, 17]. However, the effects of shGLS1 and GLS1 inhibitors on metastasis have been not reported. Our results show an important role for the Dlx-2-GLS1/Gln metabolism cascade in tumor metastasis as well as in tumor growth.

Because EMT is an essential process in the initiation of metastasis [19–23], we investigated the effects of GLS1/Gln metabolism inhibition on EMT. Gln metabolism inhibition by shGLS1, Gln deprivation, and Gln metabolism inhibitors (DON, 968, BPTES) prevented Dlx-2-, TGF-β-, and Wnt-induced EMT, indicating that GLS1/Gln metabolism may be involved in Dlx-2/TGF-β/Wnt-induced EMT (Figure 3, and Supplemental Figure 1 and 2). The Dlx-2-GLS1-Gln metabolism axis is thought to be an essential regulator of TGF-β- and Wnt-induced EMT. Interestingly, shGLS1 also inhibited Snail-induced EMT, although GLS1 expression was not induced by Snail (Figure 3J–3L). Thus, the Dlx-2-GLS1-Gln axis may provide metabolic support for Snail-induced EMT, rather than acting as an upstream pathway.

Gln metabolism inhibition together with shGLS1 or Gln deprivation prevented Dlx-2-, TGF-β-, Wnt-, and Snail-induced glycolytic switch, indicating that Gln metabolism is closely linked to glycolytic switch (Figure 5, and Supplemental Figure 5). Recently, long-term exposure of cancer cells to acidic pH (resulting from glycolysis) has been shown to upregulate Gln metabolism to ensure intracellular pH homeostasis [43]. Thus, Gln and Glc metabolism influence each other in cancer cells.

Gln metabolism inhibition decreased Snail mRNA stability (Figure 3, and Supplemental Figure 3B). In addition, shDlx-2, shGLS1, Gln deprivation, and DON increased the expression of several Snail-targeting miRNAs (Table 1). Thus, the Dlx-2/GLS1/Gln metabolism pathway seems to increase Snail mRNA stability by regulating Snail-targeting miRNAs (Figure 6F).

We further showed that Gln metabolism inhibition increased levels of p53 protein and mRNA (Figure 4A–4D). Recently, it was shown that Gln deprivation induced p53 through B55α [44]. Here, shDlx-2, but not shSnail, increased p53 expression (Figure 4A, 4B, 4E and 4F). In addition, α-KG suppressed shDlx-2- and shGLS1-induced p53 expression (Figure 4A and 4B), indicating that p53 is downregulated by Dlx-2-driven Gln metabolism. Snail-targeting miRNA expression was upregulated by p53 (Table 1). Our results indicate that Snail mRNA stability is linked to p53 levels. Taken together, Gln metabolism inhibition prevented TGF-β-induced EMT and glycolytic switch by increasing Snail-targeting miRNA expression via p53, ultimately decreasing Snail stability (Figure 6F).

p53 is the strongest tumor suppressor gene, and almost all human cancers involve the loss of p53 function [45]. Dlx-2-induced Gln metabolism likely contributes to p53 reduction during tumor development. Gln deprivation induced p53 via ROS-dependent B55α activation [44]. Thus, Gln metabolism inhibition may re-activate p53. In addition, TGF-β-induced EMT was more prominent in shp53-treated MCF-7 cells than in shCon-treated MCF-7 cells (Figure 4G and 4H). p53 activates the transcription of miR-200 and miR-34 family members [39, 46, 47]. Furthermore, loss of p53 function and p53 mutations promote cancer cell EMT by decreasing miRNA-34 levels in colon, breast, and lung carcinoma cells, which disinhibits Snail protein expression and activity [39].

We found that Gln metabolism inhibition also prevented Wnt3a-induced EMT and glycolytic switch (Figure 3G–3I and 5C, and Supplemental Figure 2C and 2D). TGF-β induces Snail mRNA levels though Dlx-2 activation. However, Wnt increased Snail levels in a Dlx-2-independent manner. Although the mechanisms by which TGF-β and Wnt3a induce Snail expression differ, the effects of Gln metabolism inhibition on Wnt3a-induced EMT and glycolytic switch were similar. Wnt signaling induces EMT by activating an Axin2 pathway that stabilizes Snail. Axin2 stimulates EMT by acting as a chaperone for nuclear export of GSK3β, the dominant kinase responsible for Snail protein turnover [48]. miR-34 directly suppresses Axin2 and other Wnt signaling molecules, including β-catenin and LEF1, in addition to Snail, ultimately suppressing EMT [39, 49]. Therefore, Gln metabolism inhibition seems to prevent Wnt3a-induced EMT and glycolytic switch through p53-dependent expression of miR-34.

We further showed that Dlx-2 levels were also reduced by Gln metabolism inhibition (shGLS1, Gln deprivation or DON) in Dlx-2-overexpressing cells and TGF-β-treated cells (Figure 3B, 3E and 3F, and Supplemental Figure 1B, 1E, 1J, 2B and 2H). We identified Snail-targeting miRNAs that might bind to the 3′-UTRs of Dlx-2 using miRanda, a target prediction program. Several miRNAs, including miR-23b and miR-203, were predicted to bind to the Dlx-2 3′-UTR (data not shown).

Our results showed that the Dlx-2/GLS1/Gln metabolism axis is involved in TGF-β/Wnt/Snail-induced EMT and glycolytic switch. Dlx-2 increased Snail mRNA stability by activating GLS1/Gln metabolism, which inhibited p53-dependent upregulation of Snail-targeting miRNAs (Figure 6F). Dlx-2 induces Snail gene expression [37]. Thus, Dlx-2 may induce Snail mRNA expression through two mechanisms; (i) activation of Snail mRNA transcription at an early time point, and (ii) increased Snail mRNA stability at a late time point.

Gln deprivation prevented Dlx-2-, TGF-β-, Wnt-, and Snail-induced EMT by reducing Snail mRNA levels through p53-dependent upregulation of Snail-targeting miRNAs. Gln activates the highly conserved kinase mammalian target of rapamycin complex 1 (mTORC1), which stimulates protein translation and cell growth; thus, Gln deprivation strongly suppresses growth by inhibiting mTORC1 in several types of cells [50–52]. Gln deprivation also inhibits global protein translation by reducing GCN2 protein kinase-mediated phosphorylation of the translation initiation factor eIF2α [53, 54]. Many studies have shown that mTOR signaling activates EMT, cancer invasion, and metastasis [55–57]. Although genetic and pharmacologic inhibition of mTORC1 triggers EMT in normal immortalized human epithelial cell lines and primary epithelial cells [58], mTORC1 inhibition represses EMT in colon and breast cancer cells [59]. This difference in the effect of mTORC1 inhibition on EMT is likely due to differences in the mutational status of the cells [59]. Cai *et al*. (2014) showed that mTORC1 induces phosphorylation of the cap-dependent translation repressor 4E-BP1, which leads to its dissociation from eIF4E and formation of the translation initiation complex. This results in cap-dependent activation of Snail translation and the induction of EMT in cancer cells [59]. mTORC1/4E-BP1-mediated Snail translation may also contribute to Dlx-2/Gln metabolism-induced Snail expression. Whether Dlx-2/GLS1/Gln metabolism activates mTORC1 signaling requires further investigation.

Oncogenic metabolism, including Gln metabolism, has been suggested to confer growth advantages to cancer cells by providing biosynthetic precursors [2, 4–8]. We propose that, in addition to its well-described role in supporting tumor growth by providing metabolites, Gln metabolism may also contribute to tumor EMT, metastasis, and progression. Metastasis is a complex process and includes detachment of tumor cells from the primary site. The loss of cell-matrix interactions induces anoikis, and resistance to anoikis is a prerequisite for tumor metastasis [60, 61]. Snail induces a glycolytic switch and suppresses mitochondrial oxidative metabolism [30], which may contribute to anoikis resistance and metastasis by preventing excess ROS generation. Thus, the Dlx-2/GLS1 cascade may promote tumor metastasis by increasing Snail-mediated anoikis resistance in addition to EMT. Our results suggest that GLS1 may be a potential therapeutic target for the prevention of metastasis and tumor progression.

## MATERIALS AND METHODS

### Cell culture

MCF-7, Madin Darby Canine Kidney (MDCK), and L cells from the American Type Culture Collection (ATCC) were cultured under established conditions [29]. Wnt3a-secreting L cells and HCT116 cells were provided by Dr. Min DS and Dr. Kim YJ (Pusan National University, Pusan, Korea), respectively. The Gln deprivation experiment was performed by applying EMEM without Gln (GIBCO, Carlsbad, CA, USA). Recombinant TGF-β (R&D Systems, MN, USA) was applied to cells at a concentration of 10 ng/ml. 40 μM DON (Sigma, St. Louis, MO, USA), 5 μM 968 (Calbiochem, San Diego, CA, USA), 10 μM BPTES (Sigma), or 1 mM dimethyl-α-ketoglutarate (α-KG; Sigma) were also applied to cells.

### Transfection and short hairpin RNA (shRNA) interference

The expression vectors pCAGGS-Dlx-2 (provided by Dr. John L.R. Rubenstein, University of California at San Francisco) and pCR3.1-Snail-Flg (provided by J.I. Yook, Yonsei University, Korea) were transfected into MCF-7, MDCK, and HCT116 cells using jetPEI (Polyplus transfection, SA, USA). pSUPER vectors for shRNA against control, Dlx-2, Snail, GLS1, Smad2, Smad3, Smad4, β-catenin, TCF4, Axin1, Axin2, and p53 (abbreviations; shCon, shDlx-2, etc.) were produced and transfected as described previously [29]. shRNA target sequences are listed in Supplementary Table S1.

### Immunoblotting, real-time qrtPCR, immunofluorescence (IF) staining, and chromatin immunoprecipitation (ChIP) assay

Immunoblotting, real-time qrtPCR, IF and ChIP assay were performed as described previously [29, 33].

### Assays for mitochondrial respiration, Glc consumption, Lac production, and ATP production

Mitochondrial respiration was measured as described previously [29, 62]. Glc, Lac and intracellular ATP levels in the media were determined using a Glc oxidation assay kit (Sigma, MO, USA), a colorimetric and fluorescence-based Lac assay kit (BioVision, California, USA), and an ATP Bioluminescence Assay kit (Roche, Switzerland), respectively, according to the manufacturers' instructions. Levels of Glc, Lac, and intracellular ATP were normalized to protein concentrations. Levels of ATP produced by aerobic respiration and glycolysis were determined by measuring Lac production and oxygen consumption [29, 63].

## SUPPLEMENTARY DATA FIGURES AND TABLES

# Supplementary material for: Dlx-2 and glutaminase upregulate epithelial-mesenchymal transition and glycolytic switch
**Source:** Oncotarget. 2016 Jan 11;7(7):7925–39. doi: 10.18632/oncotarget.6879
**Supplement:** Supplementary file 1

SUPPLEMENTARY DATA

SUPPLEMENTARY MATERIALS AND METHODS

Cell culture

MCF-7 and MDCK cells were cultured in Eagle's minimal essential medium (EMEM; Hyclone, Logan, UT, USA). L cells and Wnt3a-secreting L cells were cultured in Dulbecco's Modified Eagle Medium (DMEM; Hyclone, Logan, UT, USA). HCT116 cells were cultured in RPMI supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS, Hyclone, Logan, UT, USA) and 1% penicillin-streptomycin (PS, Hyclone, Logan, UT, USA). All cells were cultured in a 37°C humidified incubator with 5% CO₂. Cells were routinely confirmed to be negative for mycoplasma using the Mycoplasma PCR Detection Kit (iNtRON Biotechnology).

Immunoblotting and real-time quantitative reverse transcription PCR (real-time qrtPCR)

Immunoblotting was performed with the following antibodies: Dlx-2 (Millipore, Billerica, MA, USA); Snail (Abgent, San Diego, CA, USA); GLS1 (ProteinTech Group, Chicago, IL, USA); E-cadherin, p53 and vimentin (Santa Cruz, CA, USA); α -tubulin (Biogenex, CA, USA). Total mRNA including miRNA was isolated from cells using TRIzol (Invitrogen, Carlsbad, CA, USA) according to the supplier's instructions. Transcript levels were assessed with real-time qrtPCR using primers for Dlx-2, Snail, GLS1, E-cadherin, p53 and β -actin. Values are normalized to β -actin (Supplementary Table S2). Analysis of hsa-miRNA was performed using the miScript system (QIAGEN, Milan Italy), which consists of a miScript Reverse Transcription kit, miScript Primer assays, and a miScript SYBR Green PCR kit, according to the protocol provided by the company. The reverse transcription reaction was performed starting with 2 μ g of total RNA and using the miScript Reverse Transcription kit according to the manufacturer's protocol. The expression of Snail-targeting miRNA (mature hsa-miR-23b, hsa-miR-29b, hsa-miR-30, hsa-miR-34, hsa-miR-125b, hsa-miR-148a, hsa-miR-153, hsa-miR-200, hsa-miR-203, hsa-miR let-7, hsa-miR-7, hsa-miR-9, hsa-miR-128-2, hsa-miR-145, and hsa-miR-204) (Kim et al., 2011; Supplemental references 1-17), and RNU6 RNA, as a housekeeping gene, was assayed using the miScript SYBR Green PCR kit.

Immunofluorescence (IF) staining

Cells were fixed with 3.7% formaldehyde, permeabilized in 0.2% Triton X-100, and blocked with 2%

BSA. The cells were then incubated overnight with anti-E-cadherin antibody and immunostained with AlexaFluor 488-conjugated goat anti-mouse secondary antibody (Invitrogen). Hoechst 33342 (Invitrogen) was used to stain cell nuclei. The cells were viewed under a fluorescence microscope.

Chromatin immunoprecipitation (ChIP) assay

ChIP assay was performed using a ChIP assay kit (Millipore) according to the manufacturer's instructions. Isotype control IgG and anti-Dlx-2 (Santa Cruz, CA, USA) were used to immunoprecipitate DNA-containing complexes. ChIP-enriched DNA was analyzed by PCR using primers complementary to the specific sequences (#1, #2 and #3) containing putative Dlx-2 binding sites at the *GLS1* promoter. Putative Dlx-2 binding sites in *GLS1* promoter region and primers are listed in Supplementary Table S2 and S3.

Animal studies

6-week-old female BALB/c nude mice were obtained from Orient (Seoul, Korea) and maintained under a 12 h light/dark cycle and in accordance with the regulations of Pusan National University. For the tumor growth assay, 2×10^6 HCT116 cells stably transfected with shCon or shGLS1 were resuspended in 100 μ l of a 1:1 mixture of PBS and Matrigel (Corning, NY, USA) and injected subcutaneously into the dorsal flank of each mouse ($n = 4-5$ per group). Tumor volumes were measured 2-3 times per week with a caliper and were calculated using the formula $1/2(\text{length} \times \text{width}^2)$. Tumor weight was determined at the endpoint. Tumors were excised, fixed in 10% formalin solution (Sigma), and embedded in paraffin for histopathological examination. For the lung-metastasis assay, 1×10^6 HCT116 cells stably transfected with shCon or shGLS1 were resuspended in 100 μ l of PBS and injected into the lateral tail vein of each mouse ($n = 3-5$ per group). 48 days after injection, when mice had not died but some appeared to be sick, all mice were killed and their lungs were removed and fixed in 10% formalin solution. The number of surface metastatic nodules per lung was determined under a dissecting microscope. The excised lungs were embedded in paraffin. Tissue sections (5 μ m) were prepared and stained with haematoxylin and eosin (H&E). All animal protocols were approved by the Institutional Animal Care and Use Committee of Pusan National University.

Assays for mitochondrial respiration

For mitochondrial respiration assay, exponentially growing cells (1.5×10^6) were washed with TD buffer (137 mM NaCl, 5 mM KCl, 0.7 mM Na_2HPO_4 , 25 mM Tris-HCl, pH 7.4), were collected, and resuspended in complete medium without phenol red. 5×10^5 cells were transferred to the Mitocell chamber equipped with a Clark oxygen electrode (782 Oxygen Meter, Strathkelvin Instruments, Glasgow, UK). Oxygen consumption rates were measured after adding 30 μM DNP to obtain maximum respiration rate, and specificity for mitochondrial respiration was confirmed by adding 5 mM KCN (Yoon et al., 2005).

Human tumor samples

All human tissues from patient #70648 (infiltrating ductal carcinoma) with breast cancer, patients #71335, #71593, #70852, #71304 (adenocarcinoma) and #70825 (mucinous adenocarcinoma) with colon cancer, and patients #1963, #1844 (clear cell carcinoma), #1903 (mucinous cystadenocarcinoma), #2281 and #2297 (serous adenocarcinoma) with ovarian cancer, and normal matched tissue pairs from the same individuals, were provided by the National Biobank of Korea, PNUH in compliance with all regulations related to biomedical research with human samples, including informed consent of the patients for the use of their samples. We performed real-time qPCR and immunoblotting with cancer tissues. TRIzol extraction of total RNA and subsequent extraction of protein was carried out according to the manufacturer's specifications (Invitrogen Corp.). To a 50-100 mg tissue sample, 1 ml of TRIzol was added, and the sample was homogenized for 2-3 min with a tissuelyser (QIAGEN, Hilden, Germany) at 30 Hz.

Microarray

Dlx-2 overexpressing MCF-7 cells were analyzed by microarray. Hybridization to microarrays was performed to screen for differentially expressed genes using Agilent Human Genome 8x60K array (Agilent technologies, CA); a complete listing of the genes on this microarray is available at the following web site: <http://www.agilent.com>. Gene expression levels were calculated with Feature Extraction v10.7.3.1 (Agilent technologies, CA). Relative signal intensities for each gene were generated using the Robust Multi-Array Average algorithm. 

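Quantile normalization gives both arrays the same distribution of values, so an overall difference in brightness between them is removed and the ratio of a gene depends on its rank on each array. The authors' deposited table holds 1 value per probe for 42405 probes on a linear intensity scale. Its Mock column equals the mean processed signal of the scanner file within 0.01 on the log2 scale for 100% of probes, and its Dlx-2 column lies below the processed signal by a median of 0.22 on that scale. The column medians are 185.5 for Mock and 186 for Dlx-2. Log2 ratios from this table differ from those of the quantile-normalized scanner values by at most 0.056, and the direction, Dlx-2 over Mock, follows from the column labels. The Robust Multi-Array Average was designed to combine several probes of a transcript into 1 value, whereas here each probe keeps its own.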

The data were processed based on the quantile normalization method using GeneSpring GX 11.5.1 (Agilent technologies, CA). The normalized and log transformed intensity values were then analyzed using GeneSpring GX 11.5.1.

Measurement of Snail mRNA stability

MCF-7 cells were transfected with Snail for 18 h, rinsed 3 times, and then cultured in complete or Gln-free medium for the chase period with 5 $\mu\text{g}/\text{ml}$ Actinomycin D (Sigma). The cells were harvested at different time points (0.5 to 5 h) and total RNA was isolated by TRIzol extraction. mRNA levels of Snail and β -actin were determined by real-time qPCR. Half-lives ($t_{1/2}$) for the Snail gene were calculated by the following formula (Supplemental reference 18),

$$t_{1/2} = \left| \frac{\log(2)}{\log\{\text{LOGEST}[(T_i, t_i):(T_f, t_f)]\}} \right|,$$

where the Microsoft Excel LOGEST function is used to estimate the slope of the points in the time course ranging from $t_i = 0$ to $t_f = 5$ h.

Measurement of circularity

The circularity assay was performed as described previously (Lee et al., 2015). Briefly, microscopic images were analyzed with Axiovision LE software (Release 4.8 version). Circularity was calculated using the formula $4\pi(\text{area}/\text{perimeter}^2)$. Values closer to 1.0 indicate a more circular cell morphology.

Statistical analysis

real-time qPCR and assays for mitochondrial respiration, Glc consumption, Lac production, and ATP production were performed at least in triplicate, and most experiments were repeated more than twice. Data were analyzed by the Student's *t*-test (unpaired, two-tailed), and results were expressed as mean $\pm$ SE. $p < 0.05$ was considered statistically significant.

The GEO accession numbers

The GEO accession number for the expression microarray data reported in this paper is GSE61009. Detailed information about the microarray data described in this study can be accessed from the NCBI GEO Web site (<http://www.ncbi.nlm.nih.gov/geo>) using this accession number.

SUPPLEMENTARY REFERENCES

1. Brabletz T. MiR-34 and SNAIL: another double-negative feedback loop controlling cellular plasticity/EMT governed by p53. *Cell Cycle*. 2012; 11: 215–216.
2. Chang CJ, Hsu CC, Chang CH, Tsai LL, Chang YC, Lu SW, Yu CH, Huang HS, Wang JJ, Tsai CH, Chou MY,

- Yu CC, Hu FW. Let-7d functions as novel regulator of epithelial-mesenchymal transition and chemoresistant property in oral cancer. *Oncol Rep.* 2011; 26: 1003–1010.
3. Gill JG, Langer EM, Lindsley RC, Cai M, Murphy TL, Kyba M, Murphy KM. Snail and the microRNA-200 family act in opposition to regulate epithelial-to-mesenchymal transition and germ layer fate restriction in differentiating ESCs. *Stem Cells.* 2011; 29: 764–776.
  4. Hu J, Guo H, Li H, Liu Y, Liu J, Chen L, Zhang J, Zhang N. MiR-145 regulates epithelial to mesenchymal transition of breast cancer cells by targeting Oct4. *PLoS One.* 2012; 7: e45965.
  5. Kumarswamy R, Mudduluru G, Ceppi P, Muppala S, Kozlowski M, Niklinski J, Papotti M, Allgayer H. MicroRNA-30a inhibits epithelial-to-mesenchymal transition by targeting Snail and is downregulated in non-small cell lung cancer. *Int J Cancer.* 2012; 130: 2044–2053.
  6. Liu Q, Liu T, Zheng S, Gao X, Lu M, Sheyhidin I, Lu X. HMGA2 is down-regulated by microRNA let-7 and associated with epithelial-mesenchymal transition in oesophageal squamous cell carcinomas of Kazakhs. *Histopathology.* 2014; 65:408–417.
  7. Liu S, Kumar SM, Lu H, Liu A, Yang R, Pushparajan A, Guo W, Xu X. MicroRNA-9 up-regulates E-cadherin through inhibition of NF-kappaB1-Snail1 pathway in melanoma. *J Pathol.* 2012; 226: 61–72.
  8. Liu Z, Liu H, Desai S, Schmitt DC, Zhou M, Khong HT, Klos KS, McClellan S, Fodstad O, Tan M. miR-125b functions as a key mediator for snail-induced stem cell propagation and chemoresistance. *J Biol Chem.* 2013; 288: 4334–4345.
  9. Majid S, Dar AA, Saini S, Arora S, Shahryari V, Zaman MS, Chang I, Yamamura S, Tanaka Y, Deng G, Dahiya R. miR-23b represses proto-oncogene Src kinase and functions as methylation-silenced tumor suppressor with diagnostic and prognostic significance in prostate cancer. *Cancer Res.* 2012; 72: 6435–6446.
  10. Moes M, Le Bechec A, Crespo I, Laurini C, Halavatyi A, Vetter G, Del Sol A, Friederich E. A novel network integrating a miRNA-203/SNAI1 feedback loop which regulates epithelial to mesenchymal transition. *PLoS One.* 2012; 7: e35440.
  11. Qian P, Banerjee A, Wu ZS, Zhang X, Wang H, Pandey V, Zhang WJ, Lv XF, Tan S, Lobie PE, Zhu T. Loss of SNAI1 regulated miR-128-2 on chromosome 3p22.3 targets multiple stem cell factors to promote transformation of mammary epithelial cells. *Cancer Res.* 2012; 72: 6036–6050.
  12. Ru P, Steele R, Newhall P, Phillips NJ, Toth K, Ray RB. miRNA-29b suppresses prostate cancer metastasis by regulating epithelial-mesenchymal transition signaling. *Mol Cancer Ther.* 2012; 11: 1166–1173.
  13. Wang FE, Zhang C, Maminishkis A, Dong L, Zhi C, Li R, Zhao J, Majerciak V, Gaur AB, Chen S, Miller SS. MicroRNA-204/211 alters epithelial physiology. *Faseb J.* 2010; 24: 1552–1571.
  14. Xu Q, Sun Q, Zhang J, Yu J, Chen W, Zhang Z. Downregulation of miR-153 contributes to epithelial-mesenchymal transition and tumor metastasis in human epithelial cancer. *Carcinogenesis.* 2013; 34: 539–549.
  15. Zhang JP, Zeng C, Xu L, Gong J, Fang JH, Zhuang SM. MicroRNA-148a suppresses the epithelial-mesenchymal transition and metastasis of hepatoma cells by targeting Met/Snail signaling. *Oncogene.* 2013; 33: 4069–4076.
  16. Zhao X, Dou W, He L, Liang S, Tie J, Liu C, Li T, Lu Y, Mo P, Shi Y, Wu K, Nie Y, Fan D. MicroRNA-7 functions as an anti-metastatic microRNA in gastric cancer by targeting insulin-like growth factor-1 receptor. *Oncogene.* 2013; 32: 1363–1372.
  17. Chang CJ, Chao CH, Xia W, Yang JY, Xiong Y, Li CW, Yu WH, Rehman SK, Hsu JL, Lee HH, Liu M, Chen CT, Yu D et al. p53 regulates epithelial-mesenchymal transition and stem cell properties through modulating miRNAs. *Nat Cell Biol.* 2011; 13: 317–323.
  18. Geisberg JV, Moqtaderi Z, Fan X, Ozsolak F, Struhl K. Global analysis of mRNA isoform half-lives reveals stabilizing and destabilizing elements in yeast. *Cell.* 2014; 156: 812–824.

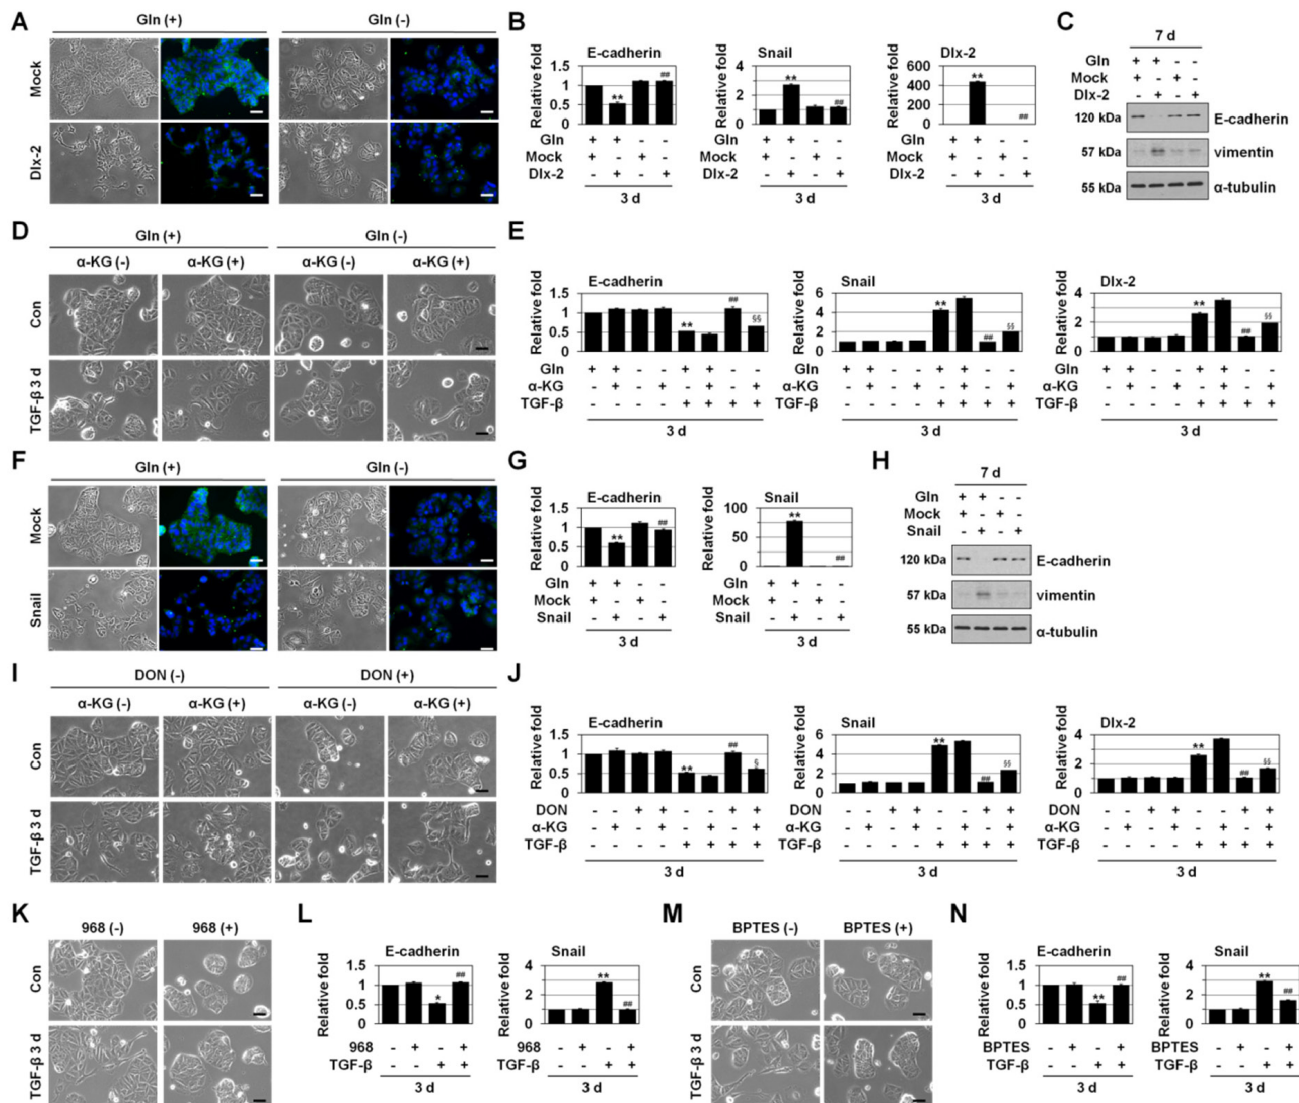

Supplementary Figure S1: Inhibition of Gln metabolism prevents EMT. A-C. MCF-7 cells were transfected with Dlx-2 and then cultured in complete or Gln-free medium. Cell morphology and E-cadherin expression (fluorescence in green) were analyzed by phase-contrast and fluorescence microscopy (A). The cells were also analyzed by real-time qPCR (B) and immunoblotting (C) using the indicated primers and antibodies. $**p < 0.01$ versus Mock, $###p < 0.01$ versus complete medium. D, E. MCF-7 cells were treated with TGF- β and cultured in complete or Gln-free medium in the presence or absence of α -KG. Cell morphology was analyzed by phase-contrast microscopy (D). The cells were also analyzed by real-time qPCR using the indicated primers (E). $**p < 0.01$ versus control, $###p < 0.01$ versus complete medium with TGF- β , $§p < 0.01$ versus TGF- β in Gln-free medium without α -KG. F-H. MCF-7 cells were transfected with Snail and then cultured in complete or Gln-free medium. Cell morphology and E-cadherin expression (fluorescence in green) were analyzed by phase-contrast and fluorescence microscopy (F). The cells were also analyzed by real-time qPCR (G) and immunoblotting (H) using the indicated primers and antibodies. $**p < 0.01$ versus Mock, $###p < 0.01$ versus complete medium. I, J. MCF-7 cells were treated with DON and cultured in TGF- β -treated medium in the presence or absence of α -KG. Cell morphology was analyzed by phase-contrast microscopy (I). The cells were also analyzed by real-time qPCR using the indicated primers (J). $**p < 0.01$ versus control, $###p < 0.01$ versus TGF- β without DON, $§p < 0.05$; $§§p < 0.01$ versus TGF- β with DON and without α -KG. K-N. MCF-7 cells were treated with 968 (K, L) or BPTES (M, N) and cultured in TGF- β -treated medium. Cell morphology was analyzed by phase-contrast microscopy (K, M). The cells were also analyzed by real-time qPCR using the indicated primers (L, N). $*p < 0.05$; $**p < 0.01$ versus control, $###p < 0.01$ versus TGF- β without 968 or BPTES. All error bars represent SE. All scale bars represent 100 μ m. For all immunoblotting images, cropped blots are shown.

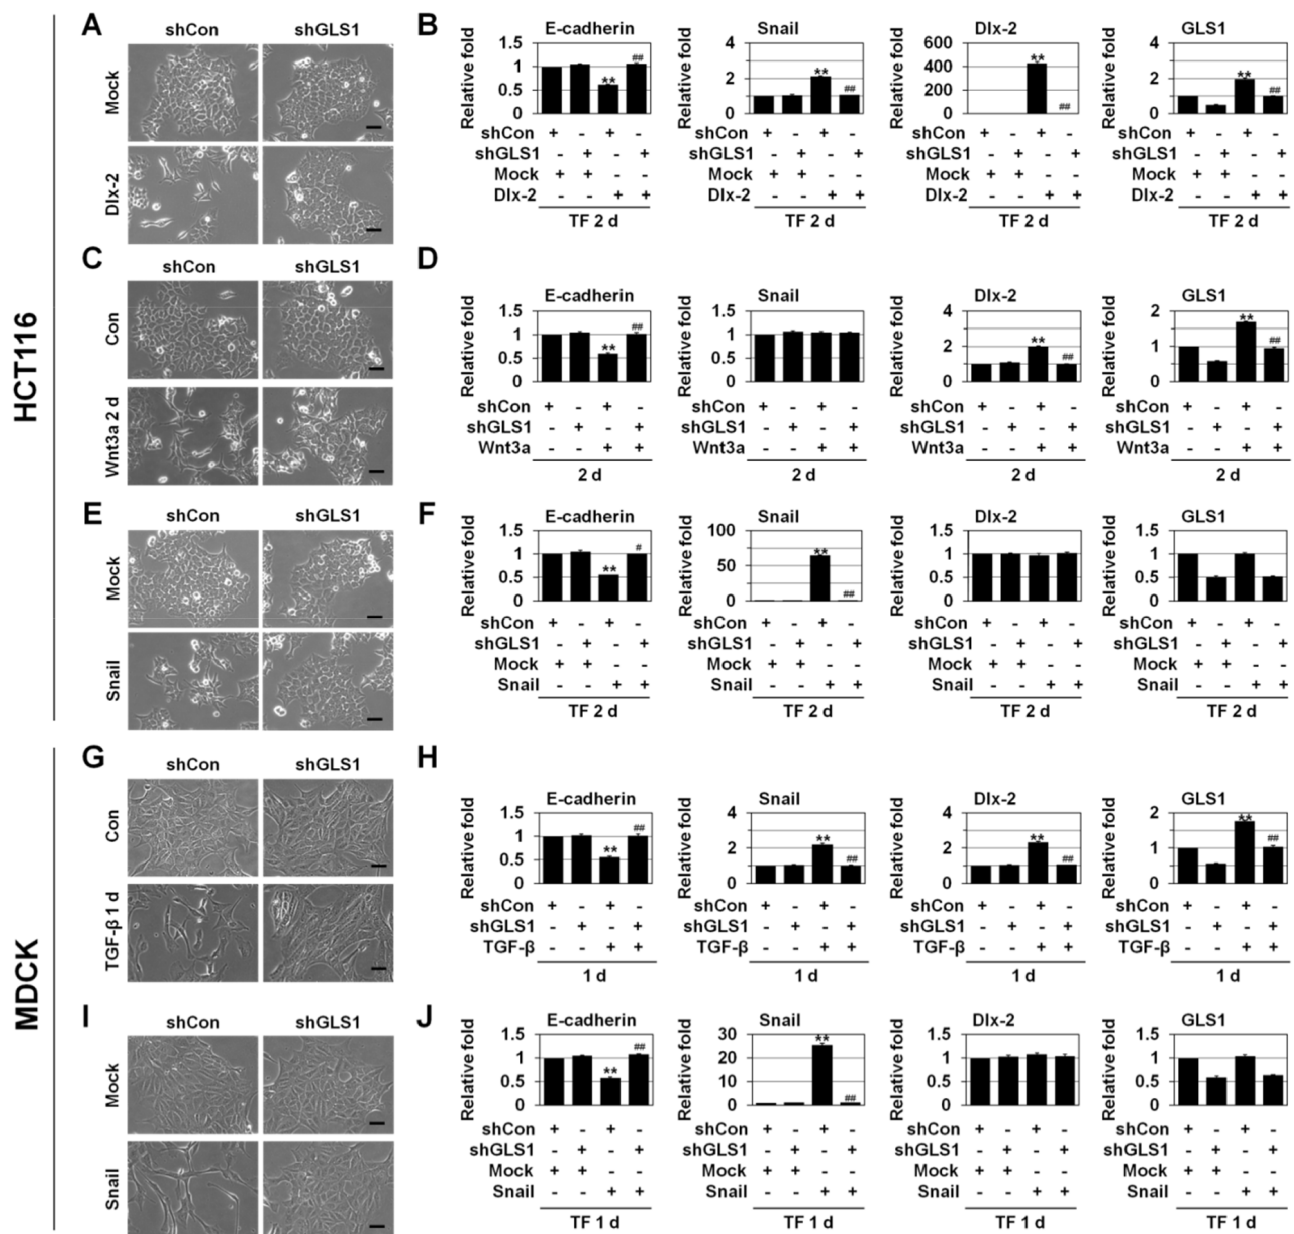

Supplementary Figure S2: Inhibition of Gln metabolism prevents EMT. A, B. HCT116 cells were co-transfected with Dlx-2 and shGLS1 and analyzed by phase-contrast microscopy for cell morphology (A). The cells were also analyzed by real-time qrtPCR using the indicated primers (B). $**p < 0.01$ versus Mock, $^{##}p < 0.01$ versus shCon. C, D. HCT116 cells transfected with shGLS1 and then treated with Wnt3a CM were analyzed by phase-contrast microscopy for cell morphology (C). The cells were also analyzed by real-time qrtPCR using the indicated primers (D). $**p < 0.01$ versus untreated, $^{##}p < 0.01$ versus shCon. E, F. HCT116 cells were co-transfected with Snail and shGLS1 and analyzed by phase-contrast microscopy for cell morphology (E). The cells were also analyzed by real-time qrtPCR using the indicated primers (F). $**p < 0.01$ versus Mock, $^{*}p < 0.05$; $^{##}p < 0.01$ versus shCon. G, H. MDCK cells transfected with shGLS1 and then treated with TGF- β were analyzed by phase-contrast microscopy for cell morphology (G). The cells were also analyzed by real-time qrtPCR using the indicated primers (H). $**p < 0.01$ versus untreated, $^{##}p < 0.01$ versus shCon. I, J. MDCK cells were co-transfected with Snail and shGLS1 and analyzed by phase-contrast microscopy for cell morphology (I). The cells were also analyzed by real-time qrtPCR using the indicated primers (J). $**p < 0.01$ versus Mock, $^{##}p < 0.01$ versus shCon. All error bars represent SE. All scale bars represent 100 μ m.

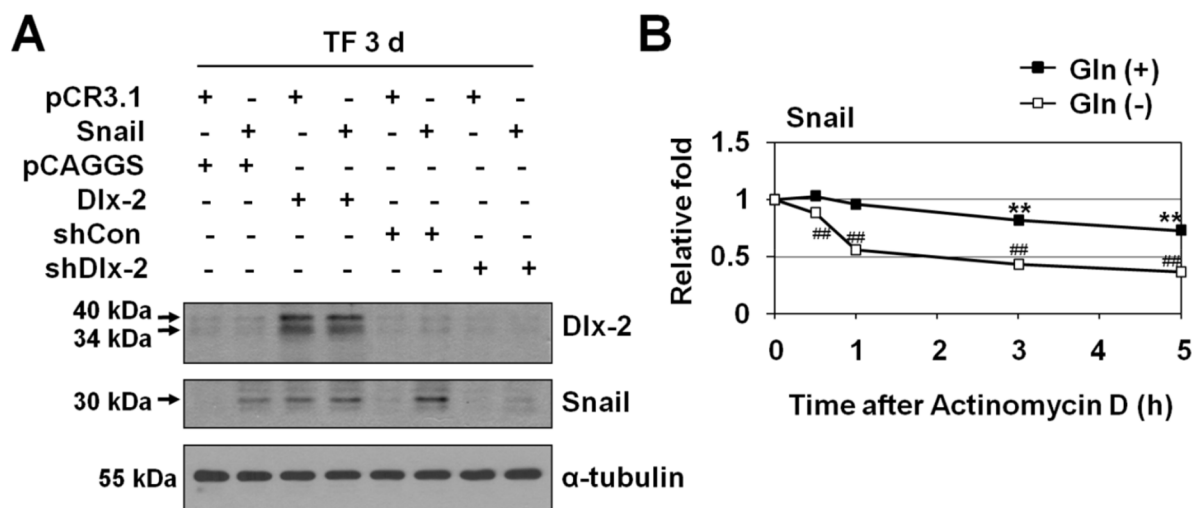

Supplementary Figure S3: shDlx-2 or Gln metabolism inhibition decrease Snail mRNA levels. **A.** MCF-7 cells were co-transfected with Snail and Dlx-2 or with Snail and shDlx-2 and analyzed by immunoblotting for Dlx-2, Snail and α -tubulin. **B.** MCF-7 cells were transfected with Snail for 18 h, rinsed 3 times, and then cultured in complete or Gln-free medium for the chase period (for 0.5-5 h) with addition of actinomycin D. Values were normalized to β -actin. $**p < 0.01$ versus 0 h, $^{##}p < 0.01$ versus complete medium. All error bars represent SE. For all immunoblotting images, cropped blots are shown.

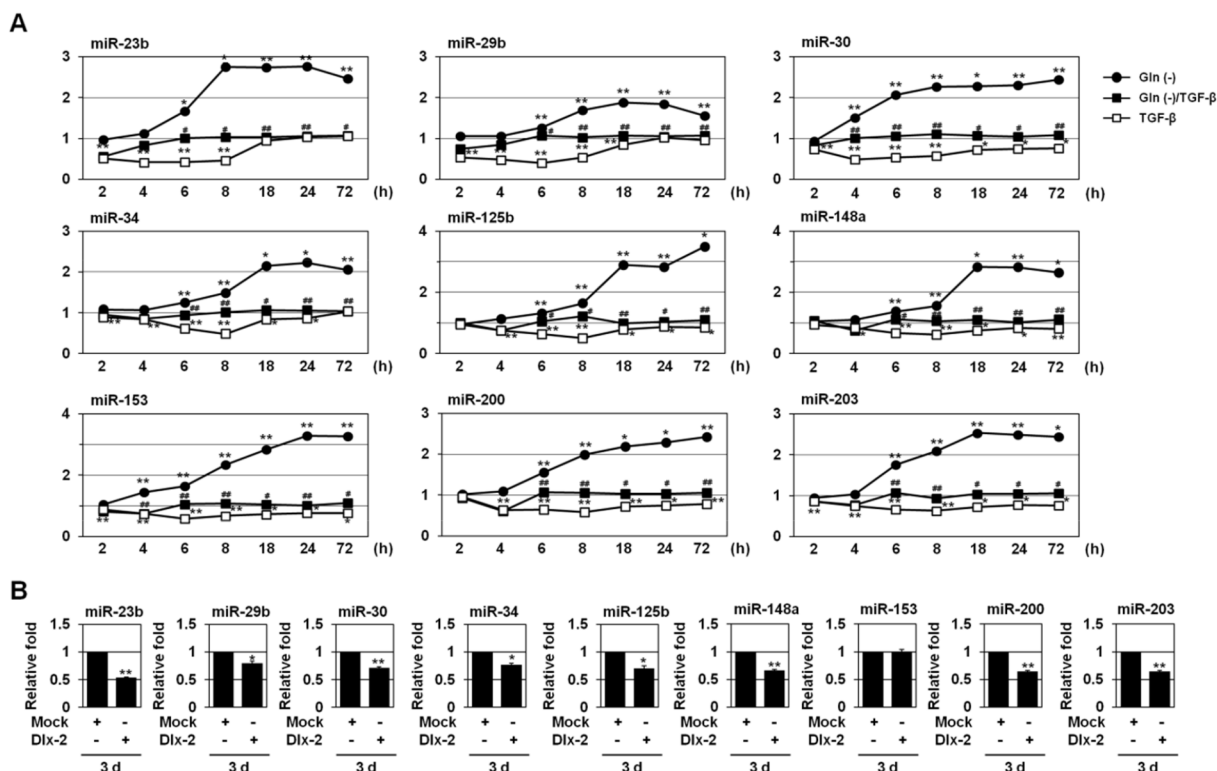

Supplementary Figure S4: TGF- β or Dlx-2 reduced the expression of the Snail-targeting miRNA. **A.** MCF-7 cells were cultured in complete or Gln-free medium and then treated with TGF- β for the indicated times. miRNA levels were analyzed by real-time qrtPCR. Expression of each miRNA was normalized to RNU6. * $p < 0.05$; ** $p < 0.01$ versus control, # $p < 0.05$; ## $p < 0.01$ versus Gln-free medium without TGF- β . **B.** MCF-7 cells transfected with Dlx-2 were analyzed by real-time qrtPCR for Snail-targeting miRNA expression. * $p < 0.05$; ** $p < 0.01$ versus Mock. All error bars represent SE.

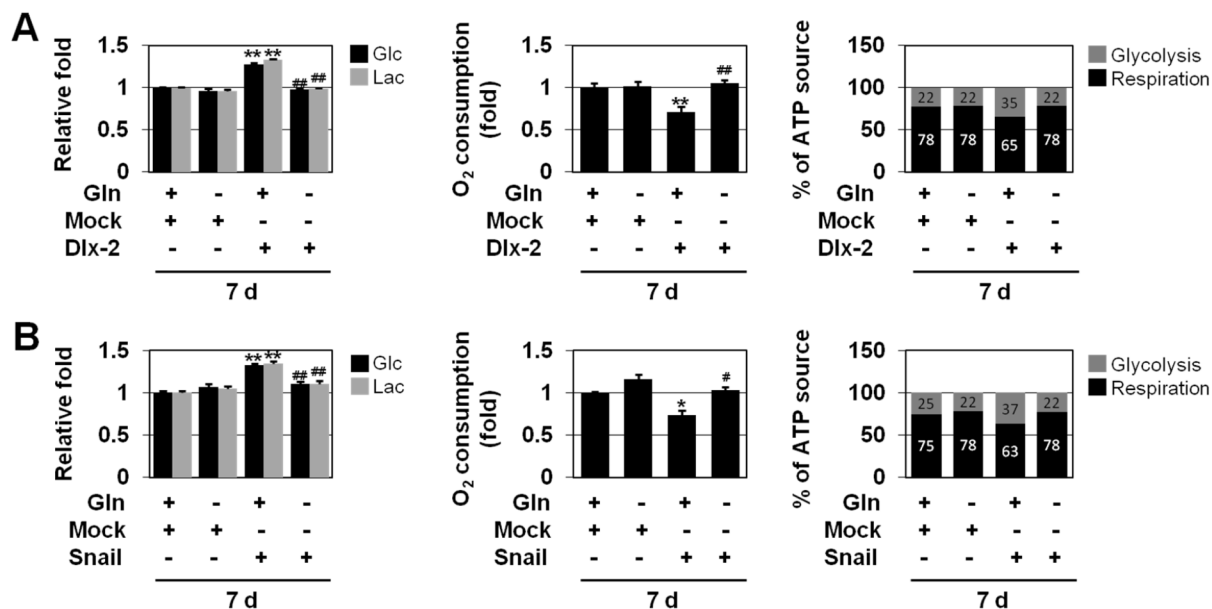

Supplementary Figure S5: Gln metabolism is linked to Dlx-2/Snail-induced glycolytic switch and mitochondrial repression. A, B. Glc consumption, Lac production, mitochondrial respiration, and ATP source were analyzed in MCF-7 cells transfected with Dlx-2 (A) or Snail (B), and then cultured in complete or Gln-free medium. * $p < 0.05$; ** $p < 0.01$ versus Mock, # $p < 0.05$; ## $p < 0.01$ versus complete medium. The amount of ATP produced by aerobic respiration (black bars) and glycolysis (gray bars) was calculated by measuring oxygen consumption and Lac production in the cells (right panels in A and B). All error bars represent SE.

Supplementary Table S1: shRNA target sequences used in this paper

Gene	target sequence 5' to 3'
Con shRNA	AATTCTCCGAACGTGTCACGT
Snail shRNA	GCGAGCTGCAGGACTCTAA
Dlx-2 shRNA	TTCGGATAGTGAACGGGAA
GLS1 shRNA #2	GCACAGACATGGTTGGTATAT
p53 shRNA	GACTCCAGTGGTAATCTACTG
Smad2 shRNA	AACAAACCAGGTCTCTTGATG
Smad3 shRNA	CAGCACATAATAACTTGGACCTGCA
Smad4 shRNA	CGAGTTGTATCACCTGGAA
β -catenin shRNA	GATAAAGGCTACTGTTGGA
Axin1 shRNA	GCCGACCTTAAATGAAGATGA
Axin2 shRNA	AGACGATACTGGACGATCA
TCF4 shRNA	GCCTTTCACCTCCTCCGATTA

Supplementary Table S2: Primers used in this paper for real-time qrtPCR and ChIP assays

Gene			target sequence 5' to 3'	Annealing °C
qrtPCR				
β-actin	NM_001101.3	sense	ACTCTTCCAGCCTTCCTTCC	
		antisense	TGTTGGCGTACAGGTCTTTG	
Snail	NM_005985	sense	ATCGGAAGCCTAACTACAGC	55
		antisense	CAGAGTCCCAGATGAGCATT	
Dlx-2	NM_004405	sense	GCA CATGGGTTCTACCAGT	62
		antisense	ACTTTCTTTGGCTTCCCGTT	
E-cadherin	NM_004360	sense	GATTTTGAGGCCAAGCAGCA	55
		antisense	AGATGGGGGCTTCATTCA	
GLS1	NM_001256310.1	sense	CCGGTCGCGGCAATCCTAGC	62
		antisense	GTCTGTGGTGGGGCGGTGAG	
p53	NM_000546.5	sense	CCTCACCATCATCACACTGG	55
		antisense	GCTCTCGGAACATCTCGAAG	
ChIP assay				
GLS1 #1 (for D1/D2)		sense	TGTGGATCTACTCCATTAAACCT	60
		antisense	GGACCTGTGGAAAAACAGCC	
GLS1 #2 (for D3)		sense	TGCTTTCAAGCAAATAGCGTT	60
		antisense	TGCGGAATCCAGAATACGAC	
GLS1 #3 (for D4)		sense	CCCGCTTCACACGTCAGTTTGA	60
		antisense	GCTGCGATTGGCTCAAATCCTC	

Supplementary Table S3: Putative Dlx-2 binding sites in promoter region

Gene	Dlx-2 binding sites	Positions from transcription start site
GLS1	D1	-1036 TAAT -1033
	D2	-989 TAAT -986
	D3	-733 TAAT -730
	D4	-123 TAAT -120

How the deposited data were processed for this re-analysis (not part of the article)

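Gene expression was measured in MCF-7 cells 48 h after transfection with Dlx-2 or as the Mock control, with 1 Agilent human genome array per condition and 1 dye. The authors extracted the intensity of each spot with Feature Extraction 10.7.3.1 and, as the paper states, quantile-normalized the values in GeneSpring GX 11.5.1. The deposited scanner files give the processed signal, which is an intensity on a linear scale after the software's background subtraction, with flags for spots that deviate, are saturated or are well above background. The authors' deposited table gives 1 normalized intensity per probe.

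From the scanner files, control spots and spots flagged as non-uniform or as population outliers were left out, which removed 598 non-control spots on the Mock array and 621 on the Dlx-2 array. The log2 processed signals of a probe's spots were averaged and quantile-normalized between the 2 arrays with limma 3.58.1 in R 4.3.3. A probe counted as well above background when at least as many of its spots did as did not. The lowest normalized signal among such probes was 17.6 on the Mock array and 9.47 on the Dlx-2 array. Where a gene was well above background on 1 array only, its fold is a nominal lower bound. It sets the bright value against the higher of this lowest signal and the dim value. Some probes above this lowest signal were not well above background, such as 1 of AXIN2 at 30.6 in Mock. The true fold can therefore be smaller than such a bound. Probes were named through their RefSeq accession with a gene table of assembly GRCh38.p14, without versions. Of 42405 probes, 24826 matched, or 58.5%, and gave 19062 gene symbols. The other 17579 probes are not named here and enter no gene value or list. Gene values are means over a gene's probes well above background on at least 1 array, so a mean can include a probe whose signal on the other array was not well above background, and genes whose probes differ in sign are marked as such where they are named. Later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

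There is 1 array per condition, so no test was made and no p-value is given, and this number of arrays limits the precision of every value. Differences are described as at least 2-fold higher, at least 2-fold lower or between. For gene lists, the median log2 fold change is set against 10000 random lists of the same size drawn within 20 bins of mean signal, as a description of these arrays. Before the data were examined, 28 gene lists, the settings and the rule for the genes named in the text were fixed. That rule takes every gene the paper names, the 10 genes with the largest fold in each direction, the 5 largest in each direction among the 7473 genes with the highest signal, up to 2 members of each list in each direction of at least 2-fold, and the 3 largest lower bounds in each direction. An exception was made after the data were examined, as 1 of the 10 genes with the largest falls belongs to a class whose levels are not printed for human samples and is counted but not named. Members of a list that are named at smaller folds, and the genes of 3 lists added later, were chosen after their values were seen. The lists cover glutamine metabolism, glycolysis, gluconeogenesis, the pentose phosphate pathway, fatty acid and cholesterol synthesis, the TCA cycle, cytochrome c oxidase, epithelial and mesenchymal markers, targets of p53, TGF-beta, Wnt and estrogen, the interferon, hypoxia, heat shock, ER stress and immediate early responses, DLX-linked genes, cell cycle, ribosomal protein, histone and housekeeping genes, and markers of fibroblasts, blood, basal epithelium and colon.

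The alternatives were a 75th percentile shift, no further normalization, cyclic loess, the authors' values, the brightest probe of a gene, only probes well above background on both arrays, no background filter, 1.5-fold and 3-fold thresholds, and probes in place of genes. Added after seeing the data were normexp with an offset of 50 on the median signals, only probes printed 2 or more times, and leaving out spots near deviating ones. The steps from normalized probes to genes and lists were tested on a simulated Dlx-2 and Mock pair of 15093 genes with 200 changed genes. All 100 genes changed 4-fold and none of the 100 changed 1.5-fold came out at 2-fold or more, all in the right direction, and none of 14893 unchanged genes reached 2-fold. The simulated noise was that between spots and holds neither damage to an array nor differences between cultures.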

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

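The tests of normalization, spots, probes and other cells for the interferon genes, and of second probes for the higher genes, were chosen after the results were seen, and so was the use of exact intervals in judging shares. Such intervals treat genes or probes read on the same 2 arrays as independent draws, which they need not be, and measure no spread between cultures. Among gene lists on topics the paper does not discuss, the interferon response had a median log2 fold change of 1.54 (percentile 100 of random lists of similar signal), heat shock 0.14 (percentile 99.8) and estrogen response 0.088 (percentile 99.6). In the heat shock list CHORDC1 had the highest value at 0.61, and in the estrogen list EGR3 at 0.67, and no member of either reached 2-fold. With the 75th percentile shift the heat shock median was -0.027 and the estrogen response median 0.044, where the median of all genes was -0.077. Relative to all genes these were 0.049 and 0.12, against 0.16 and 0.11 with the authors' values. The heat shock value therefore depends on the normalization, while the lower estrogen median reflects the shift of all genes. The histone list lay on the other side, with a median of -0.10 at percentile 1.94 and no member at 2-fold.

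The interferon response genes were higher together in Dlx-2 transfected cells, from effectors such as IFIT3 (5.93-fold), MX1 (3.56-fold) and ISG15 (2.81-fold) to STAT1 (3.38-fold), and the list's median exceeded all random lists. Normalization alone is argued against, since the lowest list median under the other normalizations and the authors' values was 1.53. Deviating spots are argued against too, since 29 of 34 probes printed 2 or more times (85.3%, exact 95% interval 68.9 to 95.05) had every spot at least 1.5-fold higher. Marker lists of blood, basal epithelium and colon cells had medians of at most 0.12, over only 8, 7 and 5 genes measured on both arrays. No member of these lists was 2-fold higher, also not as a lower bound, although 1 colon marker was at least 1.5-fold higher. This argues against a large share of these cell types in the Dlx-2 dish, but cannot exclude few such cells or cells of other types. Errors of single probes as the whole cause are argued against, since 30 of 39 members were at least 2-fold higher (76.9%, exact 95% interval 60.7 to 88.9) while 95% of random lists, which carry the same errors, had medians of -0.098 to 0.073, although the share of 4 in 5 genes with several probes that were 1.5-fold higher at each (80%) rests on few genes. Whether the transfected DNA raised a different response on the 2 dishes cannot be told apart from an effect of Dlx-2, since each condition is 1 dish, although the value met what this explanation predicted before the data were examined (percentile 100), and an effect of Dlx-2 itself stays an untested hypothesis. The paper does not state whether the Mock dish received plasmid DNA, so a response to DNA in the Dlx-2 dish alone stays open as well.

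Among the genes with the largest falls, 10 of 10 were read by 1 spot per array, and 9 of them had no spot left once spots next to other deviating spots were left out, against 6 read by 1 spot and 6 that kept a spot among the 10 largest rises. Among 51 probes printed 2 times whose first spot was at least 4-fold lower with Dlx-2, the second spot was at least 2-fold lower in 4 (7.84%, exact 95% interval 2.18 to 18.9). In all 29 of these whose second spot lay within 1.5-fold, the spots differed more on the Mock array than on the Dlx-2 array. The 432 spots at least 4-fold lower lay at a median distance of 1.41 positions from the nearest other such spot, against 5 to 6.71 in 1000 random draws (percentile 0). Damaged areas on the Mock array with single bright spots are a candidate explanation for most of the large falls, and no biological explanation was tested for them.

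Among genes outside the interferon list with a higher first probe, the second probe often did not follow the first. Of 85 genes whose first probe was at least 2-fold higher, the second probe was at least 1.5-fold higher in 25 (29.4%, exact 95% interval 20.0 to 40.3), so that for most such genes the 2-fold size is that of a probe. A difference between probes is a candidate explanation, but these genes were picked by their first probe, so smaller second values are partly built in. They are also not the same set as the 333 genes at 2-fold by their gene value. Deviating spots stay open, since 18 of 37 probes printed 2 times repeated a 4-fold spot at 2-fold or more (48.6%, exact 95% interval 31.9 to 65.6), and although this share lies under the 50% set in advance for deviating spots, its interval does not. The spots at least 4-fold higher also lay closer together, at a median of 4.47 positions against 5.83 to 7.71 in random draws. A biological difference between transcripts of a gene was not tested.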

How the results depend on the processing

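No paired analysis was possible because there is 1 array per condition, and for the same reason no replicate could be left out. The normexp correction on mean signals, set before the data were examined, could not be run because the scanner files used here hold no mean signal. The 3 alternatives named last were chosen after seeing the data. Main results are given below where they moved by more than the median SD between spots, or for counts by more than 1.5 times, and other single genes where they lost a 2-fold size, whether or not they turned sign, with some larger moves. The cause of these moves was not tested, except where a cause is named. Without further normalization the median of all genes was 0.17 in place of -0.02, a shift that enters the values below to different degrees, 87.2% of 2-fold genes were higher against 71.8% at first, and 626 genes were higher by 2-fold. Gene values were 0.28 for GLS, 1.64 for H6PD, -0.13 for ACACB, 0.077 for GLS2, 0.19 for GLUD1, 0.014 for GOT1 and 0.74 for ME1, C5orf63 lay within 2-fold, and list medians were 0.23 for glutamine metabolism, 0.033 for glycolysis, 0.12 for gluconeogenesis, 0.043 for the pentose phosphate pathway, 0.11 for fatty acid synthesis, 0.22 for cholesterol synthesis, 0.11 for the TCA cycle, 0.061 for cytochrome c oxidase, 0.21 for epithelial markers, 0.27 for mesenchymal markers, 0.34 for p53 targets, 1.78 for the interferon response, 0.31 for TGF-beta targets, 0.17 for Wnt targets, 0.29 for estrogen response, 0.17 for DLX-linked genes, 0.13 for cell cycle, 0.15 for ER stress, 0.16 for hypoxia response, 0.21 for heat shock response, 0.30 for immediate early genes, 0.055 for histones, 0.15 for blood markers, 0.10 for basal markers and 0.33 for colon markers. With the 75th percentile shift the median of all genes was -0.077, which enters the values of this setting. Relative to all genes, the medians for glutamine metabolism, cholesterol synthesis, epithelial markers and heat shock stayed positive, at 0.068, 0.055, 0.048 and 0.049. Those for glycolysis and ribosomal proteins were negative, at -0.13 and -0.17. As they stand, gene values were -0.23 for GOT1 and -0.13 for GOT2, and list medians were -0.0088 for glutamine metabolism, -0.21 for glycolysis, -0.12 for gluconeogenesis, -0.20 for the pentose phosphate pathway, -0.13 for fatty acid synthesis, -0.022 for cholesterol synthesis, -0.13 for the TCA cycle, -0.18 for cytochrome c oxidase, -0.029 for epithelial markers, 0.066 for TGF-beta targets, -0.073 for Wnt targets, 0.044 for estrogen response, -0.12 for cell cycle, -0.090 for ER stress, -0.078 for hypoxia response, -0.027 for heat shock response, -0.25 for ribosomal proteins, -0.19 for histones and -0.20 for housekeeping genes. With cyclic loess gene values were -0.11 for GLS2, 0.048 for GLUD1 and 0.54 for ME1, and ELOVL4 had 0.94, and list medians were 0.015 for fatty acid synthesis, 0.097 for cholesterol synthesis and -0.087 for basal markers. With the brightest probe of each gene, the value was 0.33 for GLS, -0.16 for PFKFB2, -0.43 for ACACB, 0.010 for C5orf63, -0.15 for FBXO22 and 0.018 for OTUD5, and list medians were 0.083 for gluconeogenesis, 0.047 for p53 targets, 1.76 for the interferon response and -0.082 for colon markers. BLOC1S3 had -0.19. PFKFB2, C5orf63, FBXO22 and OTUD5 turned sign here because a probe of the other sign was left out. With only probes well above background on both arrays, values were -0.16 for PFKFB2 and -0.15 for FBXO22, again because the probe of the other sign was left out. With no background filter, 629 genes were at least 2-fold higher and 397 lower, a split of 61.3% higher, and list medians were 1.76 for the interferon response, 0.078 for DLX-linked genes, 0.018 for immediate early genes, -0.25 for basal markers and -0.039 for colon markers. The number of genes at least 2-fold higher with Dlx-2 became 1059 at a 1.5-fold threshold, 65 at 3-fold and 566 counted as probes, and the number of genes at least 2-fold lower with Dlx-2 became 269, 61 and 323. With normexp on the median signals, 178 genes were at least 2-fold higher and 53 lower, gene values were 0.25 for PFKFB2, 0.86 for H6PD, 0.13 for GOT2 and 0.42 for ME1, and list medians were -0.043 for the pentose phosphate pathway, 0.086 for p53 targets, 1.37 for the interferon response, -0.030 for Wnt targets and 0.051 for colon markers. The offset of this model lowers the folds of dim genes by construction, to 0.79 for SMAD2, 0.92 for MSMO1, 0.52 for SC5D, 0.44 for ELOVL4, 0.70 for EDEM1 and 0.36 for FBXO22, all under 2-fold, and to 2.16 for SAMD9, 1.82 for XAF1 and 1.83 for LRRC39. With only probes printed 2 or more times, which leaves 5901 genes, 170 were higher and 39 lower, gene values were -0.23 for GLS and -0.43 for ACACB, and list medians were -0.0041 for glycolysis, -0.067 for gluconeogenesis, -0.0026 for fatty acid synthesis, 1.42 for the interferon response, 0.17 for DLX-linked genes and -0.037 for colon markers. Without spots next to a deviating spot, 42 genes were at least 2-fold lower and 86.6% of 2-fold genes were higher, gene values were -0.12 for GOT1, 0.017 for OTUD5 and 1.68 for SOX9, with -0.17 for C5orf63 and 0.94 for ELOVL4, and list medians were 1.50 for the interferon response, 0.078 for Wnt targets, 0.044 for immediate early genes, -0.14 for blood markers and 0.078 for colon markers. The authors' values moved none of these results by more than that spread. Over all alternatives GLS stayed between -0.23 and 0.33 and the interferon list between 1.37 and 1.78. Of the other values, 277 of the main results and 421 of the single genes under an alternative moved by less than the spread between spots, and 151 values of single genes moved by more, of which 10 turned sign, among them SNAI1, AXIN1, CTNNB1, GSK3B, MTOR and PPP2R2A, each lower at first and higher without further normalization, SMAD3, lower with the 75th percentile shift, and LEF1, higher without spots next to a deviating spot. Signal over background limits H6PD, SMAD2, SMAD4 and DLX2, whose signals were low.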

Differences from the paper's values

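The paper reports a 2-fold upregulation of GLS1 in the microarray data, and the fold change of GLS was 1.03 over the 2 probes named here. Both probes were named through the same RefSeq transcript, while the paper lists its GLS1 qrtPCR primers under another. Apart from the arrays, the paper reports higher GLS1 with Dlx-2 by qrtPCR and immunoblotting, and Dlx-2 binding at the GLS1 promoter by ChIP. Those experiments are not examined here. The value shown for GLS1 is about 2.2 in Fig. 1A, read by eye and rounded, as the panel prints more decimals. Under the alternatives set before the data were examined the fold change was 1.03 with the 75th percentile shift, 1.22 without further normalization, 1.05 with cyclic loess, 1.03 with the authors' deposited table, 1.26 with the brightest probe, and 1.03 both with probes well above background on both arrays and with no background filter, and all of these differ from both of the paper's values. In the authors' deposited table, 1 of 42405 probes had a ratio that rounds to the full number printed in that panel. The density of ratios would give 1.66 probes by chance. That number counts any probe and does not give the chance of a match at a GLS probe. Rounded to about 2.2, more probes would match, so the match singles out this probe only through the further decimals. That probe, A_33_P3267356, was found after seeing the values and was not well above background on the Mock array, with 31.2 in Mock and 69.6 in Dlx-2 cells. It carries an Ensembl transcript accession (ENST00000338435), and the gene table used here holds RefSeq accessions only. It is therefore not excluded that this probe reads GLS, in which case the deposited table holds the paper's value at a probe that the naming here did not reach.

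The paper also states that ACACB and PFKFB2 were upregulated. Over the probes named here, ACACB had a log2 fold change of -0.35, lower at both. The brighter named probe of PFKFB2 had -0.16 while the dimmer one, named through a different transcript of the gene, was higher. Probes that could not be named are not counted for either gene, so these values do not settle the paper's statement. The dimmer PFKFB2 probe was not well above background in Mock, so its fold is a nominal lower bound of 1.83. Without such a bound, its ratio in the authors' values was 5.43. H6PD was higher, as the paper states. The paper states that ME1 was not affected, and its log2 fold change was 0.49, within 2-fold.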

Other observations

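The test of other cells was chosen after the results were seen. Beyond the interferon list, 3 lists were drawn up after the data were seen. In antigen presentation, 4 of 21 measured genes were at least 2-fold higher with Dlx-2 and none was lower, among them TAP2 (3.54-fold), the peptide transporter subunit, PSMB8 (3.03-fold), an immunoproteasome subunit, and NLRC5, a regulator of class I genes, which exceeded 2-fold only through a probe not well above background on both arrays, its other probe having a log2 fold change of 0.045. In the nucleic acid sensing list, whose members are not all sensors themselves, 4 of 18 measured genes were at least 2-fold higher. They were IFIH1 (3.57-fold), TRIM21 (3.21-fold), EIF2AK2 (2.63-fold) and RIGI (2.18-fold, from probes that differed in sign). Of the interferons and their receptors, 3 of 13 were at least 2-fold higher. These were the interferon genes IFNL3 (2.82-fold), IFNL1 (2.25-fold) and IFNB1 (2.15-fold), with Dlx-2 signals of 199, 534 and 82.4, while the receptor and kinase genes measured on both arrays lay between log2 fold changes of -0.24 for IFNAR2 and 0.46 for JAK1. ERAP2 and ZBP1, not well above background in Mock, were at least 3.21 and 2.03-fold higher. TAP1, IFIH1, RIGI, IFNB1 and IFNL1 are also members of the interferon response list, so these lists are not independent of it. The interferon response genes RSAD2, IFI44, IFI44L and SAMD9L were not well above background in Mock and were at least 12.5, 7.52, 6.87 and 2.99-fold higher.

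Markers and regulators that the paper measures in other experiments were read on these arrays as well. SNAI1, the gene of Snail, had a log2 fold change of -0.09, and VIM had 0.05. CDH1, the gene of E-cadherin, was 1.32-fold higher over a probe printed 10 times. The epithelial list had 36 measured members, all within 2-fold, from -0.21 to 0.86 for OCLN, and the mesenchymal list had 28, of which COL5A2 was 2.47-fold higher, with COL3A1 at least 2.79-fold lower as it was not well above background with Dlx-2. An EMT programme at the RNA level, as a hypothesis set before the data were examined, needs a low epithelial and a high mesenchymal median. The medians lay at percentiles 98.9 and 79.2, so this pattern was not seen in these 2 samples at 48 h. The epithelial median was small, at 0.044, and the DLX2 signal does not check the transfection. These values therefore do not speak against the EMT that the paper reports in Dlx-2 cells from morphology, qrtPCR and immunoblotting. TP53 was 1.41-fold higher, with 1.44 and 1.38 at its 2 probes. Lower p53 activity, set as a hypothesis in the same way, needs a low median of the p53 target genes. The median of 31 such genes was 0.13, or 1.10-fold, at percentile 99.7, so the predicted fall was not seen. The median was small, 0.047 with the brightest probe of each gene, and 8 of 27 lists lay outside the central 95% of random lists. Whether Dlx-2 acts on p53 is therefore not settled by it. Values ran from -0.45 up, CCNG1 had 0.87, and FBXO22 exceeded 2-fold only through a probe not well above background on both arrays, its other probe having -0.15.

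MYC was 2.73-fold higher over a probe printed 10 times, with signals of 1371 and 3748. The TGF-beta target list had a median of 0.18 at percentile 99.95, with TGIF1 2.92-fold higher and SKIL at 0.99. SMAD4 was 3.03-fold higher over 10 spots and SMAD2 2.77-fold higher over 2, both dim and SMAD2 under 2-fold with normexp on the median signals, while SMAD3 had a log2 fold change of 0.05. In the Wnt target list 1 of 18 genes, MYC, was at least 2-fold higher, SP5 was at least 3.02-fold higher from a Mock signal not well above background, and SOX9 was 3.30-fold lower, a value that turned to 1.68 (log2) without spots next to a deviating spot. The log2 fold change was -0.16 for AXIN1, 0.18 for AXIN2, -0.07 for CTNNB1 (probes of both signs), 0.23 for TCF7L2, -0.39 for LEF1 (0.16 without such spots) and -0.03 for GSK3B. It was 0.04 for RELA, -0.07 for FBP1, -0.16 for EIF4EBP1, 0.21 for EIF4E (probes of both signs), -0.06 for MTOR, 0.33 for EIF2AK4, -0.02 for PPP2R2A and 0.49 for ACTB, whose probes gave 0.17 and 0.81.

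In the TCA cycle list SUCLG2 was 2.40-fold higher and the other 23 genes lay within 2-fold, at a median of 0.02. Cytochrome c oxidase genes had a median of -0.02, gluconeogenesis 0.0043, hypoxia -0.0040, cell cycle -0.0095, ribosomal proteins -0.013, housekeeping 0.02, DLX-linked genes -0.08 and histones -0.10, with no member measured on both arrays at 2-fold and the DLX-linked gene ISL1 at least 2.63-fold higher from a Mock signal not well above background. Of 27 lists with 3 or more measured members, 8 had medians outside the central 95% of random lists, where 1.35 are expected by chance. ER stress had -0.03, with EDEM1 2.52-fold higher but under 2-fold with normexp on the median signals, and immediate early genes had 0.10. Markers of other cells had medians of -0.07 for blood, -0.16 for basal epithelium and 0.12 for colon, and 2 fibroblast markers were measured on both arrays, none of them at 2-fold. The fibroblast marker COL3A1, not well above background with Dlx-2, was at least 2.79-fold lower.

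The 5 largest falls among the 7473 genes with the highest signal were BLOC1S3 at -2.40 (its probes at -4.62 and -0.19), TBC1D16 at -1.29, OLMALINC at -1.27, OTUD5 at -1.26 and C5orf63 at -1.08, the last 2 with probes that differed in sign. Among genes well above background on 1 array, SLC35D3, KRT27 and GALNT8 were at least 96.8, 51.4 and 27.7-fold higher. TMEM196, KLHL3 and RAB39A were at least 218, 201 and 148-fold lower. Each of these was read by 1 spot per array. As their other array was not well above background, these nominal bounds can be too large. Tests planned for a higher GLS, set before the data were examined, had no object, since GLS did not reach 1.5-fold over its named probes.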
